# Pu-erh tea attenuates obesity by remodeling gut microbiota and activating energy expenditure

**DOI:** 10.3389/fmicb.2025.1752456

**Published:** 2026-01-15

**Authors:** Xiujuan Jiang, Fan Wu, Mianhong Xu, Liyong Luo, Liang Zeng

**Keywords:** energy expenditure, energy intake, gut microbiota, obesity, tea

## Abstract

**Introduction:**

Energy excess-induced obesity has emerged as a global public health concern, and Pu-erh tea has attracted extensive research interest due to its prominent anti-obesity potential. This study aimed to investigate the anti-obesity activity of Pu-erh tea extract (PTE) and its underlying molecular mechanisms.

**Methods:**

High-fat diet (HFD)-fed mice were used as the experimental model and subjected to Pu-erh tea extract (PTE) intervention. Whole-body energy metabolism of the mice was monitored using metabolic cages; morphological analysis was performed to characterize the lipid droplet distribution in brown adipose tissue (BAT); transcriptomic and lipidomic techniques were integrated to systematically detect changes in the gene expression profile and lipid composition in BAT; and 16S rRNA gene sequencing was employed to determine alterations in the gut microbiota.

**Results:**

PTE intervention significantly ameliorated HFD-induced obesity in mice without affecting food intake. Metabolic cage monitoring results demonstrated that PTE increased whole-body energy expenditure in mice and shifted the preference of energy substrate utilization toward lipid metabolism. Morphological observation of BAT revealed that lipid droplets in BAT of PTE-treated mice were mainly concentrated in the small-diameter range, which is consistent with the phenotypic characteristic of activated BAT function. Transcriptomic and lipidomic analyses indicated that PTE significantly activated mitochondrial fatty acid *β*-oxidation and respiratory electron transport in BAT, while markedly reducing the relative contents of lipids such as triglycerides (TG), diglycerides (DG), phosphatidylethanolamine (PE), and phosphatidylcholine (PC). Additionally, 16S rRNA gene sequencing analysis showed that PTE significantly decreased the Firmicutes/Bacteroidetes (F/B) ratio, enhanced the abundance of probiotics, and decreased the abundance of harmful bacteria.

**Conclusion:**

Under HFD conditions, the anti-obesity effect of PTE is dependent on the synergistic effect of BAT metabolic remodeling and gut microbiota regulation. PTE activates BAT thermogenic function, promotes fatty acid oxidation, increases gut microbiota richness, and reduces the F/B ratio. These effects collectively enhance systemic energy metabolism and ultimately ameliorate obesity phenotypes. This study provides critical theoretical support for the development of PTE-based anti-obesity functional preparations and lays a foundation for subsequent in-depth exploration of specific molecular targets through which PTE regulates BAT function.

## 1 Introduction

Obesity has emerged as a major global public health challenge, and its prevalence continues to escalate. The World Obesity Atlas 2023 projects that by 2035, approximately 51% of the global population (i.e., 4.005 billion people) will be overweight or obese (Lobstein et al., 2023). The core pathology of obesity lies in energy excess caused by impaired energy metabolism (Gao F. et al., 2024; Goldfine and Shoelson, 2017). Brown adipose tissue (BAT), with its unique energy-consuming function (Bornstein et al., 2023), has become a key potential target for improving obesity.

Unlike white adipose tissue (WAT) that is primarily responsible for energy storage, BAT serves as the core thermogenic organ of the body. Its key mechanism of action is to maintain and restore whole-body energy metabolic homeostasis through non-shivering thermogenesis (Bornstein et al., 2023). Among the thermogenic pathways of BAT, the uncoupling protein 1 (UCP1)-dependent pathway is the primary mechanism (Johnson et al., 2023). UCP1 is an integral membrane protein primarily localized to the inner mitochondrial membrane of BAT. It decouples nutrient oxidation from ATP synthesis, leading to the direct dissipation of energy as heat (Rosina et al., 2022; Whitehead et al., 2021). Beyond this classical pathway, multiple UCP1-independent thermogenic mechanisms exist in BAT (Cicuéndez et al., 2025; Lee et al., 2025), including peroxisomal thermogenesis (Liu et al., 2025), calcium cycling-mediated thermogenesis (Auger et al., 2025), and futile creatine cycling-induced thermogenesis (Rahbani et al., 2021). These pathways collectively form the thermogenic regulatory network of BAT. Notably, BAT whitening is closely associated with metabolic dysfunction (Wang G. et al., 2025; Zammit et al., 2025). Accumulating evidence has confirmed that BAT whitening is often accompanied by reduced oxidative phosphorylation efficiency, disrupted fatty acid metabolism, and mitochondrial dysfunction (Zammit et al., 2025). Thus, improvements in BAT morphology may also indicate the normalization of its metabolic function.

Pu-erh tea, a traditional post-fermented dark tea from *Camellia sinensis*, is rich in polyphenols (Zhang et al., 2012) and caffeine (Lin et al., 2021) and has anti-obesity (Ning et al., 2025), antioxidant (Zhang et al., 2012), and hypolipidemic activities (Qin et al., 2022; Tung et al., 2022). Existing studies have demonstrated that bioactive components in Pu-erh tea, such as tea polyphenols, theabrownins and tea polysaccharides, exert anti-obesity effects through multiple pathways. These include reducing blood lipid levels (Zhang et al., 2024), regulating gut microbiota and their metabolites (Li et al., 2025; Shan et al., 2025), alleviating systemic inflammation (Li et al., 2016; Wang et al., 2020), activating BAT thermogenesis (Wang et al., 2021), and promoting white adipose tissue browning and fatty acid *β*-oxidation (Liao et al., 2022; Rocha et al., 2016; Wang et al., 2012). However, previous studies have failed to link the activation of BAT thermogenesis by Pu-erh tea to systemic metabolic status.

Therefore, the present study employed a high-fat diet-induced obese mouse model and systematically elucidated the anti-obesity mechanisms of Pu-erh tea extract (PTE) through systematic analysis of whole-body lipid levels, metabolic cage monitoring, BAT morphological, transcriptomic, and lipidomic analyses, as well as 16S rRNA gene sequencing. Our results demonstrated that Pu-erh tea significantly remodels the gut microbiota, enhances lipid mobilization and utilization, and alters energy utilization substrates, thereby increasing energy expenditure and inhibiting systemic lipid accumulation. In summary, this study has more comprehensively delineated the molecular mechanisms underlying the anti-obesity effects of Pu-erh tea and provides a theoretical foundation for the future development of nutritional interventions targeting the microbiota and BAT.

## 2 Materials and methods

### 2.1 Materials and reagents

Glacial acetic acid, acetonitrile, sodium acetate, tetrahydrofuran, and methanol were high performance liquid chromatography (HPLC) grade. The standards of amino acids, catechins, gallic acid, and caffeine were guaranteed reagents. All the above reagents were purchased from Sigma-Aldrich, Inc. (St. Louis, MO, USA). The reagents used in the UHPLC-QTOF-MS experiments, including methanol, acetonitrile, formic acid, water, and isopropanol were purchased from Fisher Chemical (Pittsburgh, PA, USA). Commercial kits, which include total triglyceride (TG), total cholesterol (TC), low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C) and leptin were purchased from Nanjing Jiancheng Bioengineering Institute (Nanjing, Jiangsu, China).

### 2.2 Preparation of PTE and analysis of its main components

Pu-erh tea (7,572 ripened tea) was purchased from Yunnan TEATEA Group, and the production year was 2006. This ripe Pu-erh tea was selected instead of raw Pu-erh tea primarily due to its unique pile fermentation process and the derived bioactive component characteristics. The pile fermentation exclusive to ripe Pu-erh tea promotes the formation of theabrownin, a key bioactive component that has been confirmed to regulate lipid metabolism by modulating gut microbiota and microbiota-derived metabolites (Shan et al., 2025; Xiao et al., 2024). Additionally, the post-fermentation process stabilizes the chemical composition of ripe Pu-erh tea, minimizing batch-to-batch variations of bioactive components and ensuring experimental specificity and reproducibility, which is crucial for this study focusing on lipid metabolism regulation.

The sample was extracted with ultrapure water at a ratio of 1:15 (w/v) for 45 min in boiling water. After filtration, ultrapure water (1:10 (w/v)) was added to the filter residue for extraction for 30 min. The filtrate was combined and then freeze-dried to obtain PTE, which was subsequently stored at −80 °C (Hu et al., 2022).

The main biochemical components of PTE were determined via high-performance liquid chromatography and biochemical methods (Hu et al., 2022). The contents of PTE are shown in Supplementary Table S1.

### 2.3 Animals and experimental design

Twenty-four 6-week-old male specific pathogen-free C57BL/6 mice (weighing 17 ± 2 g) were purchased from the experimental animal center at Chongqing Medical University. The animals were maintained with a 12 h daylight cycle and provided autoclaved food (Jiangsu Xietong Pharmaceutical Bioengineering Co., Ltd.) and distilled water or PTE (0.25%, w/v) ad libitum (Hu et al., 2022). After 1 week of acclimatization, the mice were randomly assigned to four groups (*n* = 6 per group), i.e., a chow diet (Chow), a high-fat diet (HFD), a chow diet supplemented with PTE (Chow_T) and a high-fat diet supplemented with PTE (HFD-T). The composition of the feeds is shown in Supplementary Table S2. The mice in the Chow_W and HFD_W groups drank water freely. The mice in the Chow_T and HFD_T groups drank 0.25% (w/v) PTE freely. The air conditions were controlled at a temperature of 23 ± 2 °C and 55–65% relative humidity. All the animal studies were approved by the Experimental Animal Ethical Review Committee of Southwest University (approval no. IACUC-20231228-06). After 16 weeks, metabolic cage monitoring was performed. Following an overnight fast, the mice were sacrificed via CO₂ inhalation anesthesia, and serum, intestinal contents, and adipose tissue were collected for subsequent analyses. Serum was stored at −20 °C, whereas intestinal contents and adipose tissue were stored at −80 °C.

### 2.4 Indirect calorimetry

Oxygen consumption (VO₂), carbon dioxide production (VCO₂), heat generation, food intake, water intake and locomotor distance were continuously monitored in mice (*n* = 4 per group) via the Comprehensive Lab Animal Monitoring System (CLAMS) (Duregon et al., 2023). Prior to data collection, the mice were acclimated in groups for 24 h. The animals were subsequently weighed, assessed for general health status, and individually housed in metabolic chambers for continuous recording of metabolic parameters.

### 2.5 Serum biochemical analysis

Whole blood was centrifuged at 4 °C and 3,000 r/min for 15 min, and the supernatant was then carefully collected (Hu et al., 2025). Blood lipid levels and leptin levels were measured using the corresponding assay kits.

### 2.6 Hematoxylin and eosin (H&E) staining

BAT samples fixed in 4% paraformaldehyde were dehydrated through graded ethanol, cleared in xylene, embedded in paraffin, and sectioned at 4 μm. The sections were deparaffinized, rehydrated, stained with Harris hematoxylin (5 min), differentiated with 1% acid alcohol (3 s), rinsed, counterstained with 1% eosin (1 min), dehydrated, cleared, and mounted with neutral resin (Hu et al., 2022). Histological images were acquired via a light microscope (Olympus, Japan), and the adipocyte area and lipid droplet diameter were quantified via ImageJ.

### 2.7 Lipidomic analysis of BAT

*Lipid extraction* (Gao R. et al., 2024): Approximately 50 mg of adipose tissue was homogenized in 280 μL of methanol:water (2:5, v/v) and 400 μL of MTBE with a stainless-steel bead using a tissue grinder (Wonbio-96c, 50 Hz, −10 °C, 6 min), followed by sonication (40 kHz, 30 min, 5 °C). After incubation at −20 °C (30 min) and centrifugation (13,000 × g, 15 min, 4 °C), the upper phase (∼350 μL) was collected, dried under nitrogen, and reconstituted in 100 μL of isopropanol:acetonitrile (1:1, v/v). The supernatant was centrifuged and transferred to vials for UHPLC–MS/MS analysis (2 μL injection).

*Quality control*: A pooled QC sample, prepared by mixing equal volumes of all samples, was injected every six samples to monitor instrument stability.

UHPLC–MS/MS analysis: Lipidomics was performed on a Thermo Vanquish UHPLC coupled to a Q Exactive HF–X Orbitrap using an Accucore C30 column (100 × 2.1 mm, 2.6 μm). Mobile phases: A, 10 mM ammonium acetate in acetonitrile:water (1:1) with 0.1% formic acid. B, 2 mM ammonium acetate in acetonitrile:isopropanol:water (10:88:2) with 0.02% formic acid. A 20-min gradient was applied at 0.4 mL/min and 40 °C. MS was operated in both positive and negative ion modes with stepped NCE (20/40/60) and DDA acquisition over 200–2000 m/z.

*Data preprocessing and annotation*: The data were analyzed through the free online platform of the majorbio cloud platform^1^ (Ren et al., 2022). The raw data were processed via LipidSearch with 10 ppm mass tolerance. Features present in ≥80% of the samples were retained. Missing values were imputed, and intensities were sum-normalized. Variables with an RSD > 30% in the QC were excluded. The data were log10-transformed.

Differential lipids were identified via PCA, OPLS-DA (*ropls* package), Student’s *t* test, and the VIP score (>1, *p* < 0.05). KEGG pathway enrichment was performed via Fisher’s exact test,^2^ highlighting pathways associated with metabolic regulation.

### 2.8 RNA-seq of BAT

RNA extraction: After mouse autopsies, BAT was collected and rapidly frozen in liquid nitrogen. Total RNA was extracted from the tissue via TRIzol® Reagent according to the manufacturer’s instructions. The RNA quality was subsequently determined via a 5,300 Bioanalyzer (Agilent) and quantified via an ND-2000 (NanoDrop Technologies). Only high-quality RNA samples (OD_260/280_ = 1.8 ~ 2.2, OD_260/230_ ≥ 2.0, RQN ≥ 6.5, 28S:18S ≥ 1.0, >1 μg) were used to construct the sequencing library.

Library preparation and sequencing: RNA purification, reverse transcription, library construction and sequencing were performed at Shanghai Majorbio Biopharm Biotechnology Co., Ltd. (Shanghai, China) according to the manufacturer’s instructions. The BAT RNA-seq transcriptome library was prepared following Illumina® Stranded mRNA Prep, Ligation (San Diego, CA) using 1 μg of total RNA. Briefly, messenger RNA was first isolated via the polyA selection method with oligo (dT) beads and then fragmented with fragmentation buffer. Second, double-stranded cDNA was synthesized via a Super Script double-stranded cDNA synthesis kit (Invitrogen, CA) with random hexamer primers. The synthesized cDNA was subsequently subjected to end repair, phosphorylation and adapter addition according to the library construction protocol. Libraries were size selected for cDNA target fragments of 300 bp on 2% LowRange Ultra Agarose followed by PCR amplification via Phusion DNA polymerase (NEB) for 15 PCR cycles. After quantification with a Qubit 4.0, the sequencing library was generated on a NovaSeq X Plus platform (PE150) via a NovaSeq Reagent Kit.

Quality control and read mapping: The raw paired-end reads were trimmed and quality controlled via fastp (Chen et al., 2018) with default parameters. Then, the clean reads were separately aligned to the reference genome in orientation mode via HISAT2 (Kim et al., 2015) software. The mapped reads of each sample were assembled via StringTie (Pertea et al., 2015) via a reference-based approach.

Differential expression analysis and functional enrichment: To identify DEGs (differentially expressed genes) between two different samples, the expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. RSEM (Li and Dewey, 2011) was used to quantify gene abundances. Essentially, differential expression analysis was performed via DESeq2 (Love et al., 2014) or DEGseq (Wang et al., 2010). DEGs with |log2FC| ≥ 1 and FDR < 0.05 (DESeq2) or FDR < 0.001 (DEGseq) were considered significantly differentially expressed genes. In addition, functional enrichment analysis, including GO and KEGG analyses, was performed to identify which DEGs were significantly enriched in GO terms and metabolic pathways at a Bonferroni-corrected *p* value<0.05 compared with the whole-transcriptome background. GO functional enrichment and KEGG pathway analyses were carried out via Goatools and Python SciPy software, respectively.

Alternative splicing event identification: All alternative splicing events that occurred in our sample were identified via the recently released program rMATS (Shen et al., 2014). Only the isoforms that were similar to the reference or comprised novel splice junctions were considered, and the splicing differences were detected as exon inclusion, exclusion, alternative 5′, 3′, and intron retention events.

### 2.9 RT-PCR

According to Guo et al. (2022), total RNA was extracted from tissues using Trizol reagent and reverse-transcribed into complementary DNA (cDNA) with the Maxima H-Fus First-Strand DNA Synthesis Kit (Thermo Fisher, Cat. No. K1682). The target genes were amplified using SYBR Green-based quantitative polymerase chain reaction (qPCR) Mix on an ABI Prism 7,500 qPCR System. All data were normalized to the reference gene 36b4.

Reverse transcription was performed following the manufacturer’s instructions. A 10 μL qPCR reaction system was used in this study: 1 μL of cDNA, 0.3 μL of forward primer, 0.3 μL of reverse primer, 5 μL of SYBR Premix Ex Taq™, and 3.4 μL of RNase-free H₂O. Primer sequences are listed in Supplementary Table S3. The qPCR program consisted of 40 cycles: initial denaturation at 95 °C for 30 s, followed by denaturation at 95 °C for 10 s and annealing/extension at 60 °C for 25 s.

### 2.10 16S rRNA

Total microbial genomic DNA was extracted from cecal contents using the FastPure Stool DNA Isolation Kit (MJYH, Shanghai, China). After quality and concentration assessment by 1.0% agarose gel electrophoresis and a NanoDrop2000 spectrophotometer (Thermo Scientific, USA), the DNA was stored at −80 °C for subsequent use. Targeting the V3-V4 hypervariable region of the bacterial 16S rRNA gene, PCR amplification was performed on a BIO-RAD T100 thermal cycler using the primer pair 338F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). The PCR reaction system had a final volume of 20 μL, containing key reagents such as Fast Pfu polymerase and dNTPs. The cycling conditions were as follows: initial denaturation at 95 °C for 3 min, followed by 27 cycles of denaturation at 95 °C for 30 s, annealing at 55 °C for 30 s, and extension at 72 °C for 45 s, with a final extension at 72 °C for 10 min and holding at 4 °C. After recovery from 2% agarose gel, PCR products were purified using the Yuhua PCR Clean-Up Kit (Shanghai, China) and quantified with a Qubit 4.0 fluorometer (Thermo Fisher Scientific, USA). Purified amplicons were pooled in equimolar amounts and subjected to paired-end sequencing on an Illumina NextSeq2000 platform (Illumina, USA) by Majorbio Bio-Pharm Technology Co., Ltd. (Shanghai, China).

Raw sequencing data were quality-filtered with fastp and merged with FLASH, followed by denoising using the DADA2 plugin in the Qiime2 pipeline to obtain amplicon sequence variants (ASVs). Each sample was rarefied to 20,000 sequences (average Good’s coverage: 97.90%). Taxonomic annotation of ASVs was performed using the Naive Bayes classifier in Qiime2 against the SILVA 16S rRNA database (v138). Metagenomic functional prediction was conducted with PICRUSt2 following standard protocols, including core steps such as sequence alignment, phylogenetic tree construction, 16S rRNA gene copy number normalization, and pathway annotation.

### 2.11 Statistical analysis

Statistical analyses were performed via IBM SPSS Statistics 23.0. One-way ANOVA followed by Duncan’s multiple range test was used to assess differences among groups, with *p* < 0.05 considered statistically significant. Graphs were generated via GraphPad Prism 9.5.

Transcriptomic, lipidomic, and microbiome data analyses were carried out using the Majorbio Cloud platform (see Footnote 1).

## 3 Results

### 3.1 PTE promotes lipid utilization and energy expenditure to ameliorate high-fat diet-induced obesity phenotype

#### 3.1.1 Ameliorates high-fat diet-induced mouse obesity without altering energy intake

To evaluate the effect of PTE on diet-induced obesity phenotype, we established a 16-week intervention experiment and divided mice into four groups: HFD_T, HFD_W, Chow_T and Chow_W (Supplementary Figure S1A). At week 16, mice in the HFD_W group exhibited a significantly larger body size, while those in the HFD_T group maintained a more compact body size (Figure 1A; Supplementary Figure S1B). Dynamic body weight monitoring results showed that PTE inhibited HFD-induced body weight gain (Figure 1B). Compared with the HFD_W group, the HFD_T group showed a significant reduction in body weight gain (Figure 1C), and the weights of epididymal white adipose tissue (eWAT), inguinal white adipose tissue (iWAT), and BAT were also significantly decreased (Figures 1D,E, 2E), indicating that PTE alleviated HFD-induced fat accumulation. Serum lipid analysis further revealed that PTE significantly reduced the levels of triglycerides (TG), total cholesterol (TC), and low-density lipoprotein cholesterol (LDL-c) in HFD-fed mice (Figures 1F–H). By contrast, serum HDL-c and free fatty acid levels did not differ significantly among the experimental groups (Figures 1I,J). Food intake monitoring showed that there was no significant difference in weekly food intake among the four groups (Supplementary Figure S1E). Since the HFD has a higher caloric density, HFD-fed mice had a higher cumulative energy intake (Supplementary Figure S1F). Notably, however, there was no significant difference in total cumulative energy intake between the HFD_T and HFD_W groups, indicating that PTE inhibits fat accumulation in HFD-fed mice not by reducing energy intake. Consistently, PTE did not alter serum leptin levels (Figure 1K), reaffirming that PTE exerts its effects not by enhancing satiety or reducing energy intake. Thus, we hypothesize that PTE may counteract the adverse effects of HFD by promoting energy expenditure.

**Figure 1:**
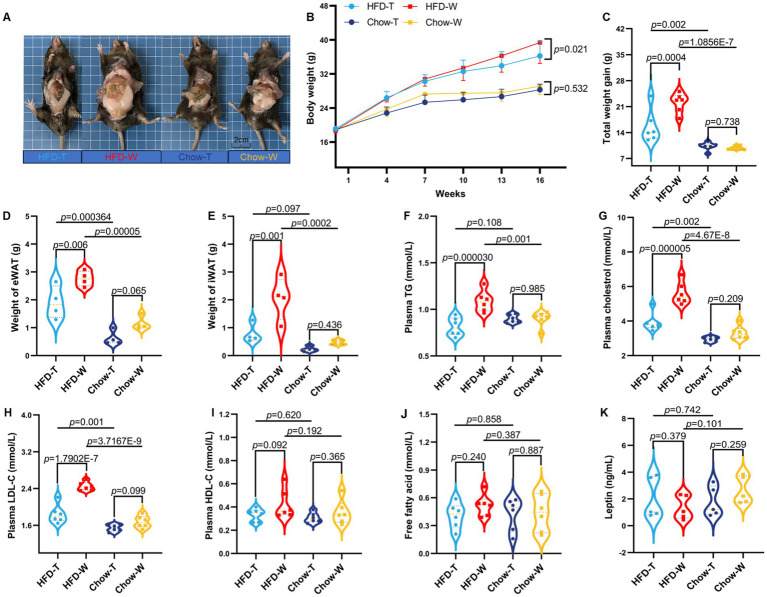
Effects of Pu-erh tea intervention on metabolic phenotypes in high-fat diet–fed mice. **(A)** Representative gross anatomy of mice (scale bar = 2 cm). **(B)** Dynamic monitoring of body weight. **(C)** Body weight gain. **(D)** Weight of epididymal white adipose tissue (eWAT). **(E)** Weight of inguinal white adipose tissue (iWAT). **(F–K)** Serum levels of triglycerides (TG), total cholesterol (TC), low-density lipoprotein cholesterol (LDL-c), high-density lipoprotein cholesterol (HDL-c), free fatty acids (FFA), and leptin, respectively. *N* = 6, data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA followed by Tukey’s multiple comparison test.

**Figure 2:**
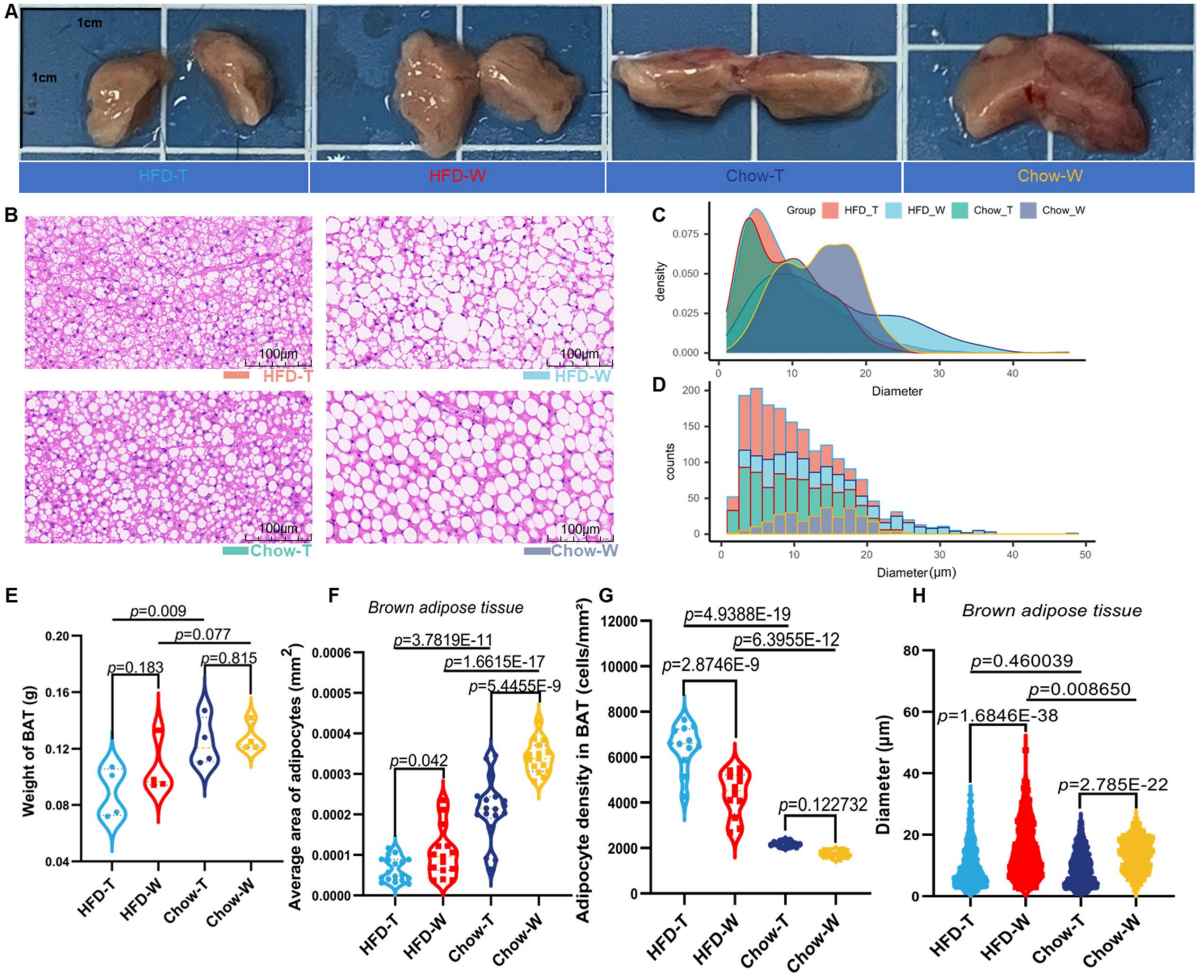
Pu-erh tea intervention promotes BAT remodeling and improves adipocyte morphology. **(A)** Representative images of BAT (scale bar = 1 cm). **(B)** Representative H&E-stained images (scale bar = 100 μm). **(C,D)** Frequency distribution of lipid droplet diameters. **(E)** Wet weight of BAT. **(F)** Quantification of average adipocyte area in BAT. **(G)** Quantification of adipocyte density in BAT. **(H)** Quantification of average lipid droplet diameter in BAT. *n* = 6 per group. Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA followed by Tukey’s *post hoc* test.

#### 3.1.2 Rewires energy substrate utilization preference and promotes fatty acid oxidation in mice

The above hypothesis was validated by metabolic cage monitoring, which showed that PTE significantly increased energy expenditure (EE) in HFD-fed mice (Figure 3A). Compared with the HFD_W group, the HFD_T group exhibited a marked elevation in heat production throughout the diurnal cycle (Figures 3B,C), indicating that PTE enhances whole-body energy expenditure regardless of whether the mice were at rest or active. Within 24 h, carbon dioxide production was significantly higher in the HFD_T group than in the HFD_W group (Figures 3D,L). Consistently, the mean oxygen consumption was also significantly elevated in the HFD_T group compared with the HFD_W group. When analyzed separately during the light and dark phases, oxygen consumption in both groups was markedly higher during the dark phase than during the light phase, in accordance with the nocturnal activity pattern of mice. Notably, although oxygen consumption in the HFD_T group was higher than that in the HFD_W group during both phases, the difference was not statistically significant during the dark phase, whereas a significant difference was observed during the light phase (Figures 3H,M). These results suggest that Pu-erh tea may predominantly enhance resting metabolic rate. To explore the mechanism underlying PTE-induced thermogenesis, we calculated the ratio of carbon dioxide production to oxygen consumption to obtain the Respiratory Exchange Ratio (RER), which is used to assess the mice’s substrate utilization preference. The results showed that the average RER of the HFD_T group was significantly lower than that of the HFD_W group (Figures 3E,F); the RER of mice in the HFD_T group was mainly between 0.7 and 0.85, while that of mice in the HFD_W group was mostly higher than 0.85 (Figure 3G), indicating enhanced fat oxidation in the HFD_T group.

**Figure 3:**
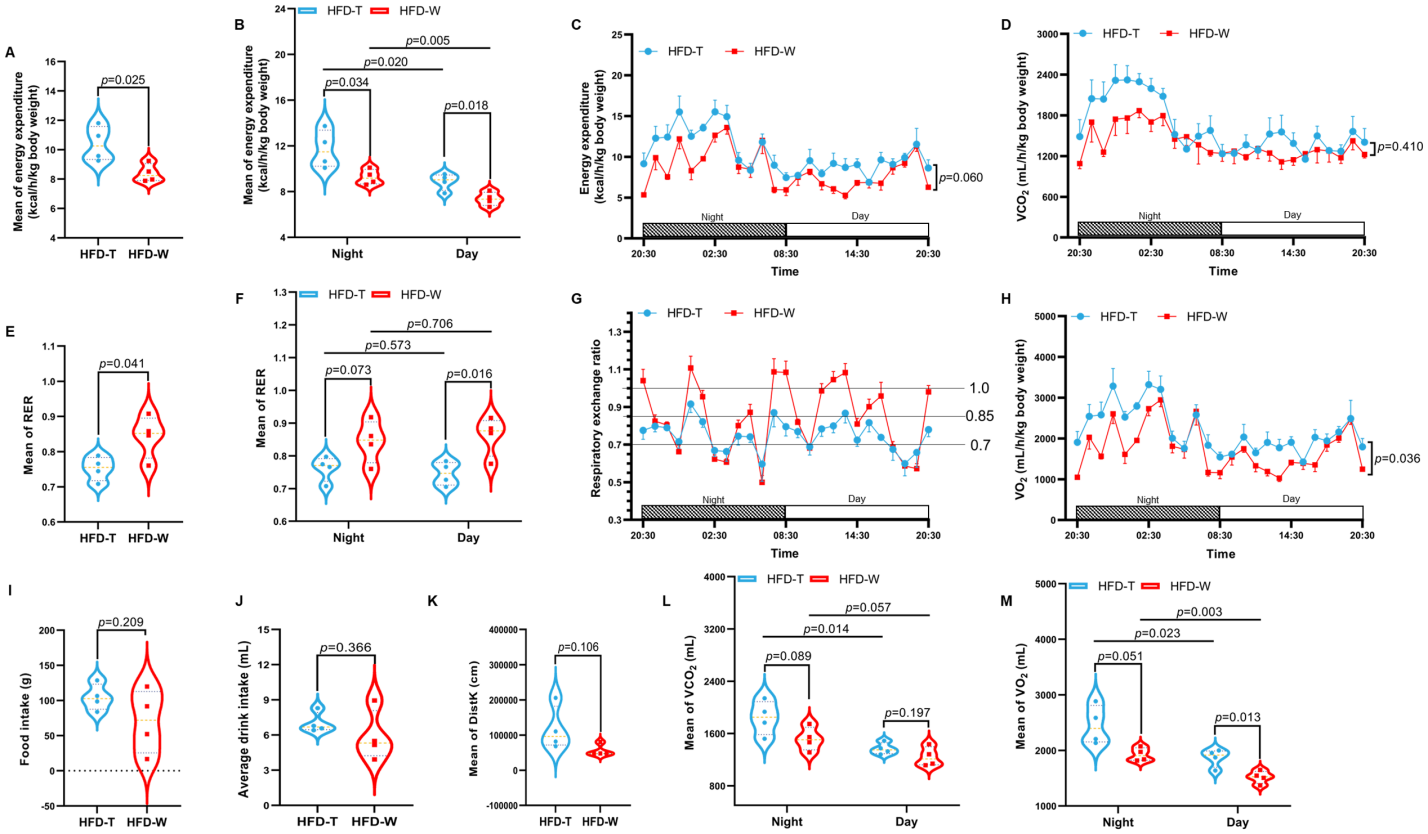
Effects of Pu-erh tea on the metabolic parameters in mice. **(A)** Average energy expenditure (EE). **(B)** Day–night differences in EE. **(C)** Dynamic monitoring curve of EE. **(D)** Dynamic monitoring curve of carbon dioxide production (VCO_2_). **(E)** Average respiratory exchange ratio (RER). **(F)** Day–night differences in RER. **(G)** Dynamic monitoring curve of RER. **(H)** Dynamic monitoring curve of oxygen consumption (VO_2_). **(I)** Food intake. **(J)** Activity level. **(K)** Water intake. **(L)** Average VCO_2_. **(M)** Average VO_2_. *n* = 4 mice per group. Data are presented as mean ± SEM. Statistical significance was determined using Student’s *t*-test. Light–dark cycles are indicated at the bottom: white bars represent the light phase (ZT0–12), and black bars indicate the dark phase (ZT12–24).

In summary, PTE increases heat production by promoting fat utilization. During the monitoring period, there were no significant differences in food intake, water intake, or activity distance among the groups (Figures 3I–K), suggesting that the metabolic benefits of PTE are not dependent on the action of the central nervous system (sympathetic nerve activation) but may be mediated through peripheral tissues such as adipose tissue (Gliniak et al., 2025).

### 3.2 PTE activates BAT thermogenic function and promotes energy expenditure

Increased thermogenesis with a metabolic profile preferring fat as the energy substrate is consistent with the typical phenotype of activated thermogenic function in BAT (Mouisel et al., 2025). Considering that BAT is often in a state of functional suppression under high-fat diet conditions (Maurer et al., 2021), we hypothesize that PTE may promote systemic thermogenesis by activating BAT function.

#### 3.2.1 Improves BAT morphology and promotes lipid droplet multilocularization

Gross examination showed that BAT in the HFD_W group was enlarged and pale, while BAT in the HFD_T group was significantly reduced in volume and darker in color (Figure 2A). Histological analysis revealed that brown adipocytes in the HFD_W group were enlarged, containing large lipid droplets with obvious vacuolation, indicating a “whitening” transition of BAT. In contrast, mice in the HFD_T group retained the typical morphology of multilocular adipocytes, with smaller and densely arranged lipid droplets (Figure 2B). Quantitative data demonstrated that compared with the HFD_W group, the HFD_T group had a significant increase in the number of brown adipocytes, along with a marked decrease in the average area of adipocytes and the diameter of lipid droplets (Figures 2F–H), indicating that PTE could inhibit adipocyte hypertrophy and promote BAT remodeling. In addition, frequency distribution analysis showed that the diameter of lipid droplet vacuoles in the HFD_T group shifted toward smaller sizes with a more uniform distribution (Figures 2C,D). Since smaller brown adipocytes are usually associated with higher mitochondrial density and thermogenic potential (Peng et al., 2024), these results suggest that PTE may enhance the metabolic activity of BAT.

#### 3.2.2 Rewires the BAT lipid profile

The essence of BAT morphological changes lies in alterations in lipid molecular composition and metabolic remodeling. To further clarify the lipid molecular mechanisms by which PTE regulates BAT function, we performed untargeted lipidomic analysis on BAT based on the aforementioned morphological findings.

A PLS-DA score plot was used to visually assess the classification performance of the model. The plot demonstrated a clear separation in the lipid profiles of BAT between the HFD_T and HFD_W groups, suggesting that tea consumption effectively altered the lipid composition of BAT in mice (Figures 4A,B). Untargeted lipidomics revealed 100 significantly differentially abundant lipids (DALs) between the HFD_T and HFD_W groups (Figure 4C), spanning key lipid classes, including glycerophospholipids (GP), glycerolipids (GL), sphingolipids (SP), and sterol lipids (ST) (Figure 4D). KEGG pathway enrichment analysis revealed that differentially accumulated lipids (DALs) were enriched in Glycerophospholipid metabolism, Linoleic acid metabolism, alpha-linolenic acid metabolism, Arachidonic acid metabolism, and other lipid metabolism pathways, with all these pathways exhibiting negative enrichment scores (Figures 4E,F). Further analysis of the specific variation characteristics of differential lipids in the aforementioned pathways identified a total of 3 differentially accumulated lipids: PG (16:0/16:0) showed an upward trend, while PC (20:0/18:2) and PC (15:0/16:1) exhibited a downward trend (Figure 4G). These results indicate that PTE exerts a targeted regulation on lipid metabolism, mainly affecting the metabolic networks of glycerophospholipids and polyunsaturated fatty acids.

**Figure 4:**
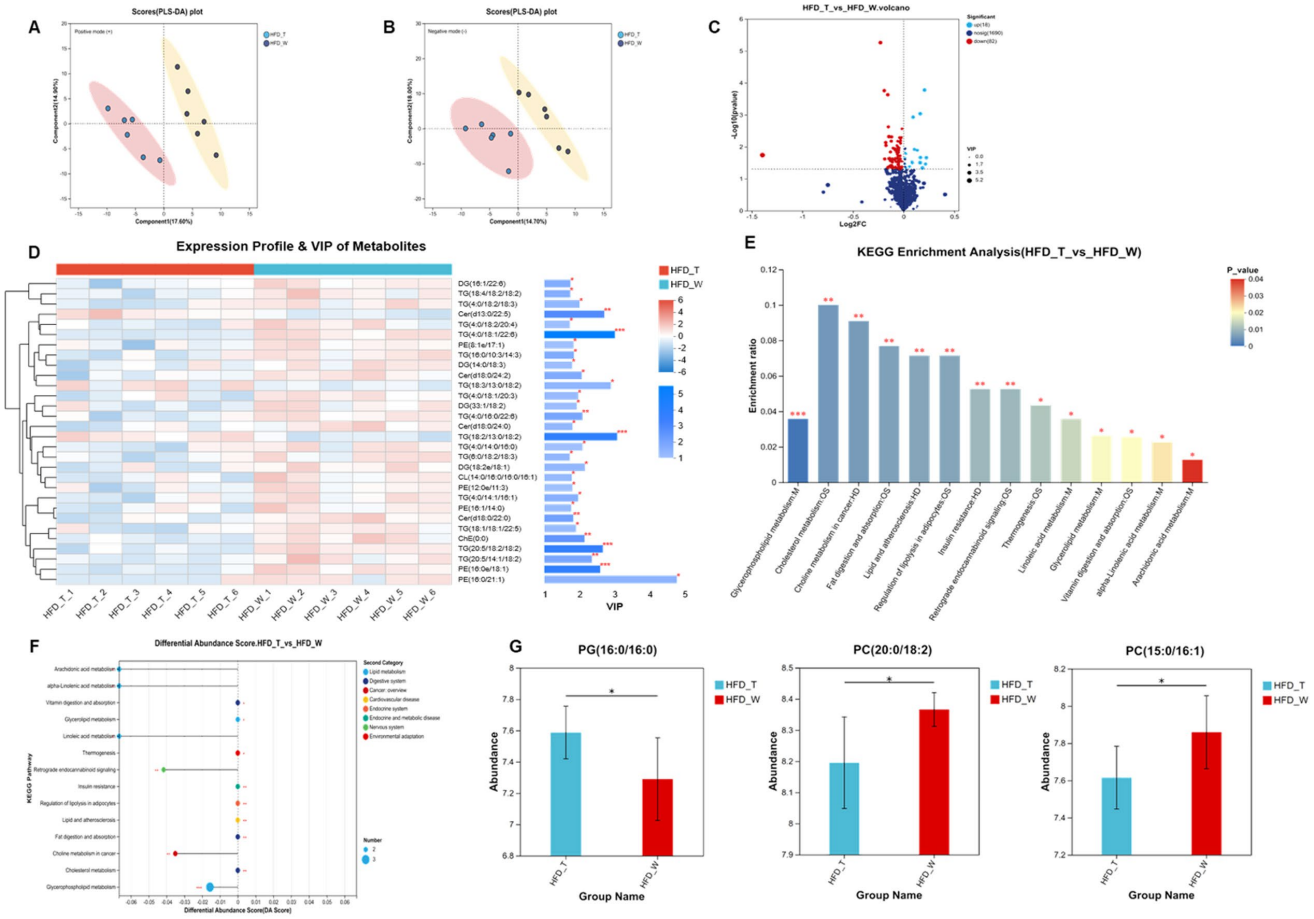
Pu-erh tea intervention remodels the lipidomic profile. **(A,B)** PLS-DA score plot of lipidomic data. **(C)** Volcano plot of differential lipids (*p* < 0.05, VIP_pred_OPLS-DA > 1). **(D)** Top 30 lipid species by VIP ranking. **(E)** KEGG pathway enrichment of differential lipid metabolites. **(F)** Differential abundance score. *n* = 6 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001 indicate significant correlations.

#### 3.2.3 Activates mitochondrial energy metabolism-related pathways in BAT

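BAT, the fat depot that burns lipid to produce heat, was taken from 4 HFD_T mice, which received PTE at 0.25% (w/v) with the HFD for 16 weeks, and from 4 HFD_W mice, which received water with the HFD. Poly(A) RNA of each mouse was made into a stranded library and sequenced in pairs of reads. The authors trimmed the reads with fastp, aligned them with HISAT2, assembled them with StringTie and quantified each gene with RSEM. The values analysed here are the authors' TPM, a unit of relative transcript abundance that scales each library to a fixed total and corrects for gene length. The table lists 623 genes, the number of DEGs in the paper, and not the whole transcriptome. The listed genes had therefore been selected on the same 8 mice, so tests within the list are not independent evidence, and no enrichment was tested. TPM keeps no read depth, so the depth of each library is unknown and no counting error can be given. The TPM of the listed genes summed to 6836, 8495, 10419 and 5372 in HFD_T_1 to HFD_T_4. In the HFD_W mice the sums were 11267, 29080, 8642 and 93999, the last in HFD_W_4, where the listed genes took 9.40% of the library's total. A single gene of mitochondrial ribosomal RNA, mt-Rnr2, held 8908, 13084, 3346 and 3160 TPM of these HFD_W sums. In the HFD_T mice it held 2735 to 5315 TPM. The sums thus do not show the level of the listed genes in general. Values were put on the log2(TPM + 0.1) scale and compared with limma, which fits a linear model to each gene and shares information on the variance across genes. A fold change on this scale understates the change of genes with a low TPM. Single genes were also compared by a two-sided exact permutation test over the 70 arrangements of the 8 mice, whose smallest possible p is 0.0286. Gene positions are given on GRCm39 with GENCODE release M39, in which 620 of the 623 identifiers were found.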

To explore the regulatory mechanism of PTE, we performed RNA-seq analysis on BAT. 

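For the 622 listed genes with a TPM above 0 in at least 1 mouse, PC1 of the log2(TPM + 0.1) values held 77.9% of the variance and PC2 held 8.68%. These shares describe the listed genes only. On PC1, HFD_W_4 lay at 71.4 and HFD_W_2 at 24.2. HFD_W_1 lay at the opposite end, at -30.8, beyond the 4 HFD_T mice, which lay between -28.8 and 1.16. PC1 followed the mean centred log2 value of the 23 listed skeletal muscle genes described below (Pearson r 0.980). HFD_W_1 was the lowest mouse on that value too. With the genes of the muscle lists left out, PC1 still held 75.7% of the variance. The mean distance between mice of different groups was 52.5, compared with 29.3 within HFD_T and 62.5 within HFD_W. The ratio of the mean distance between groups to that within groups was 1.14, which was not larger than regrouping the mice often gives (p = 0.114, one-sided exact permutation test, 35 splits into 4 and 4). The ratio moved most when HFD_W_1 was left out, to 1.55 (p = 0.0286, same exact permutation test), and it was 0.98 when HFD_T_1 was left out.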

Principal component analysis (PCA) revealed a tendency toward clustering of gene expression profiles among the different experimental groups (Figure 5A). A total of 623 differentially expressed genes (DEGs) were identified in BAT between HFD_T and HFD_W mice (|log₂FC| ≥ 1, *p* < 0.05), including 112 upregulated and 511 downregulated genes (Figure 5B). 

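By mean TPM, 112 of the 623 listed genes were higher in HFD_T, 510 were lower, and 1 gene, mt-Tq, was listed at 0 in all 8 mice. Among the 579 genes with a mean above 0 in both groups, the log2 ratio of the mean TPM was 1 or more for 100 genes, -1 or less for 459 genes and in between for 20 genes. Few of these differences passed in limma, which draws the spread of each gene toward that of listed genes of a similar level. Its SE is thus not the gene's own spread alone. Without this trend, 31 genes were higher and 26 lower by the criteria below, with Pde3b, Ptger3 and Gpat3 among the higher. With the trend, as used here, 18 genes were higher and 25 genes were lower in HFD_T. The criteria were an unadjusted p under 0.05 and a log2 fold change of at least 1 in size. At an unadjusted p under 0.05 alone there were 63 genes. None passed at a Benjamini-Hochberg adjusted p under 0.05, the smallest adjusted p from limma being 0.297. The count of lower genes depended most on HFD_W_1, and without this mouse 12 genes were higher and 242 were lower. As many genes as in the comparison of HFD_T with HFD_W passed the same criteria in 6 of the 35 splits of the 8 mice into 4 and 4, the real one included. The 4 values of one group all lay beyond the 4 of the other for 36 higher and 21 lower genes, 9.16% of the list, where chance gives 2.86% in a list not selected on these mice. Of the 510 lower genes, 438 had their highest TPM in HFD_W_4, 57 in HFD_W_2, 8 in HFD_W_1 and 5 in HFD_W_3.

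**Figure D1:**
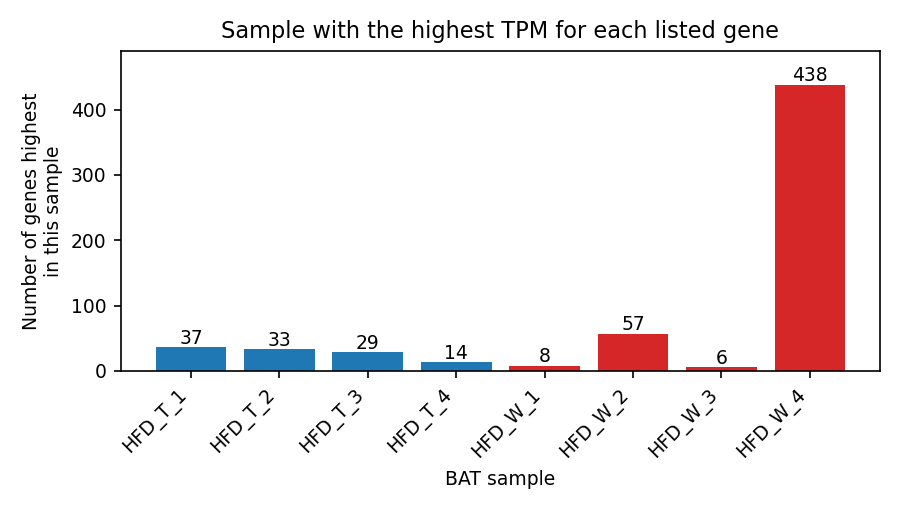
Number of listed genes (vertical axis) whose highest TPM was found in each of the 8 BAT samples (horizontal axis), with HFD_T in blue and HFD_W in red. HFD_W_4 held the highest value of 438 genes and each of the other samples that of 6 to 57 genes.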

KEGG enrichment analysis of PTE-upregulated genes showed significant enrichment in the cAMP/Calcium signaling pathway, Biosynthesis of unsaturated fatty acids, and Glycerolipid metabolism (Figure 5C). These results indicate that PTE may enhance BAT thermogenesis and fat utilization capacity by regulating BAT thermogenic signal transduction and optimizing lipid synthesis and catabolism. 

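Among the listed genes with a higher mean TPM in HFD_T, Ptger3, which encodes a prostaglandin receptor and lies on chromosome 3 from 157272492 to 157352099, had 6.70 ± 1.77 TPM (SD, n = 4) in HFD_T and 3.23 ± 1.06 TPM (SD, n = 4) in HFD_W. Its 4 HFD_T values all lay above the 4 HFD_W values (p = 0.0286, exact permutation test), with a limma log2 fold change of 1.06 (SE 0.59). Tshr, the thyrotropin receptor gene, had 1.14 ± 1.24 TPM in HFD_T and 0.478 ± 0.200 TPM in HFD_W, a difference within the spread between mice (p = 0.371, exact permutation test). Scd1, a fatty acid desaturase gene on chromosome 19 from 44382894 to 44399154, was chosen after its values were seen. It had 1297 ± 682 TPM in HFD_T and 573 ± 193 TPM in HFD_W, with no overlap between the groups (p = 0.0286, exact permutation test) and a log2 fold change of 1.14 (SE 0.79). With HFD_T_1 at 2309 TPM and HFD_W_4 at 287 TPM, the extremes of Scd1 lay in 1 mouse of each group. Psme2b was the only gene that was higher by the limma criteria, separated the groups and reached a mean of 1 TPM, with 1.20 ± 0.40 TPM in HFD_T and 0.380 ± 0.173 TPM in HFD_W, and it kept the limma criteria in 1 of the 8 fits that left out a mouse. The annotated transcripts of Psme2 hold 52.2% of the 100-base stretches of Psme2b, so its value is uncertain. The median fitted log2 change of the 112 higher genes was 0.98, and 0.90 without HFD_W_4. For the 510 lower genes the median was -1.21, and -0.60 without HFD_W_4. From the pathways of the upregulated genes, the paper proposes that PTE raises thermogenic signalling and the use of fat in BAT.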

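The listed genes with a lower mean TPM in HFD_T include 23 of 45 skeletal muscle genes on a list written from general knowledge, and all 23 were lower. They include the fast-fibre genes Tnnt3, on chromosome 7 from 142048605 to 142070280, and Ckm, on chromosome 7 from 19138701 to 19157965. Tnnt3 was at 88.8, 95.5, 500.3 and 24.0 TPM in HFD_T_1 to HFD_T_4 and at 20.0, 1235, 401 and 13460 TPM in HFD_W_1 to HFD_W_4. Ckm was at 44.4, 50.8, 273 and 15.0 TPM in the HFD_T mice and at 11.9, 677, 276 and 7668 TPM in the HFD_W mice. Neither difference exceeded the spread between mice (Tnnt3 p = 0.343 and Ckm p = 0.286, exact permutation test). Together the 23 genes took 6.99% of the library's total in HFD_W_4 and 0.878% in HFD_W_2, compared with 0.0240% to 0.341% in the HFD_T mice. HFD_W_3, at 0.240%, lay within the range of the HFD_T mice. The sum of the 23 genes was lowest of the 8 mice in HFD_W_1, at 0.0212%. None of the 23 passed the limma criteria with all mice, and 22 passed without HFD_W_1. Of the slow or cardiac muscle list of 14 genes, Myl3 was the only member in the table, with 7.25 ± 10.6 TPM (SD, n = 4) in HFD_T and 68.8 ± 118 TPM (SD, n = 4) in HFD_W. For the MAPK signaling pathway, Mapk12 had 11.4 ± 5.03 TPM in HFD_T and 24.9 ± 21 TPM in HFD_W (p = 0.314, exact permutation test). Map2k6 had 1.40 ± 0.46 and 3.17 ± 2.67 TPM (p = 0.200, exact permutation test), and Rps6ka2 had 1.55 ± 0.48 and 4.31 ± 4.92 TPM (p = 0.314, exact permutation test). In each of these 3 genes HFD_W_4 was the highest mouse, at 54.1, 7.12 and 11.6 TPM. Mapk12 is also among the 23 skeletal muscle genes. These 3 genes are not the whole pathway, so they do not show whether its enrichment rested on HFD_W_4.

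**Figure D2:**
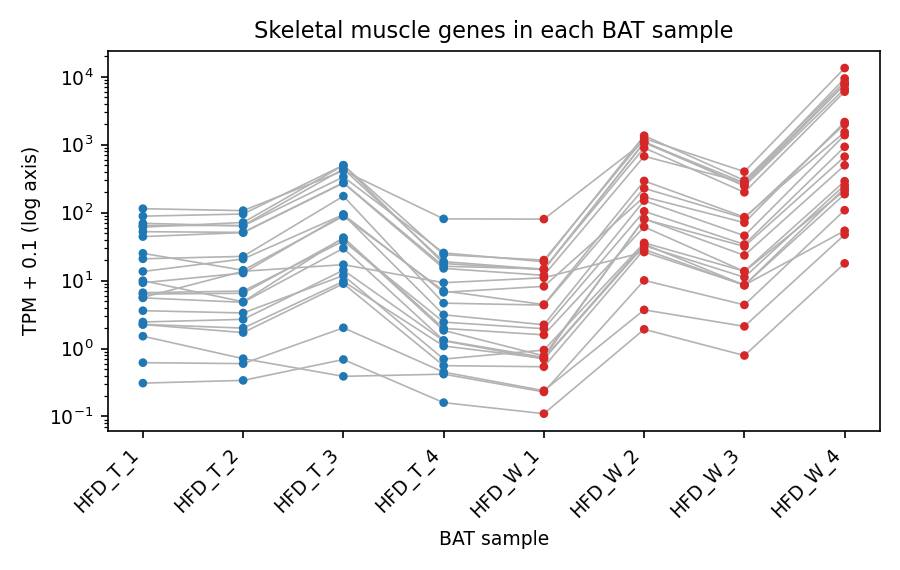
TPM + 0.1 on a log axis (vertical) of the 23 skeletal muscle genes in each of the 8 BAT samples (horizontal), 1 grey line per gene, with HFD_T points in blue and HFD_W points in red. Most lines rise and fall together, with the highest values in HFD_W_4 and the lowest mostly in HFD_W_1 and HFD_T_4.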

The downregulated differentially expressed genes were significantly enriched in pathways such as the MAPK signaling pathway, Dilated cardiomyopathy, and Hypertrophic cardiomyopathy (Figure 5H).

**Figure 5:**
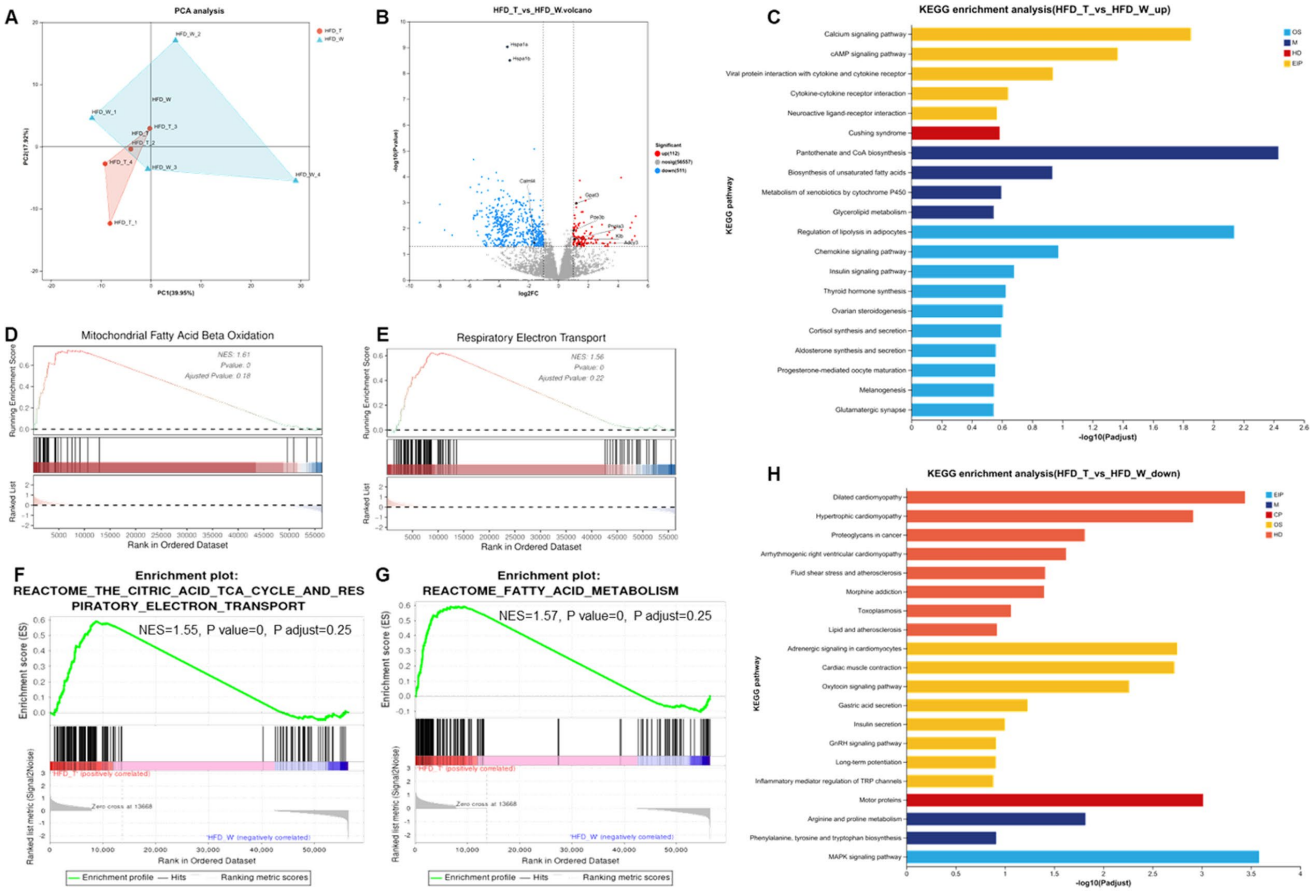
Pu-erh tea intervention remodels the transcriptomic program of brown adipose tissue and activates the lipolysis–thermogenesis axis. **(A)** Principal component analysis plot. **(B)** Volcano plot of differentially expressed genes (DEGs). **(C)** KEGG pathway enrichment of upregulated genes. **(D–G)** GSEA enrichment of DEGs. **(H)** KEGG pathway enrichment of downregulated genes. *n* = 4 mice per group. Enrichment analyses were adjusted by Benjamini–Hochberg method.

To clarify the regulatory role of PTE intervention in the core metabolic function of BAT under obese conditions, we performed Gene Set Enrichment Analysis (GSEA) on the DEGs. 

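The table holds none of the 25 genes of a fatty acid oxidation list and none of the 48 genes of a respiratory electron transport list. Both lists were written from general knowledge, and neither is the gene set used for the GSEA. The ranked list and the gene sets of the GSEA were not analysed here, so the direction of these 2 sets was not tested. Of 20 genes of brown adipocyte thermogenesis, the table holds Elovl3 alone, and Ucp1 is not among the listed genes. Listed genes of mitochondrial proteins went both ways. Atp5mc1, a subunit of ATP synthase, had 30.3 ± 21.2 TPM (SD, n = 4) in HFD_T and 193 ± 259 TPM (SD, n = 4) in HFD_W (p = 0.200, exact permutation test). Cox6a2, a subunit of cytochrome c oxidase found in muscle, had 14 ± 18.6 and 195 ± 317 TPM (p = 0.371, exact permutation test). Both were highest in HFD_W_4, at 577 and 668 TPM. Both followed the mean centred log2 value of the 23 skeletal muscle genes (Pearson r 0.943 for Atp5mc1 and 0.991 for Cox6a2). Cox6a2 is itself among these muscle genes and was not placed in the electron transport list. The lower mean of Atp5mc1 and Cox6a2 thus cannot be told apart from the muscle profile. Acss3, a mitochondrial acyl-CoA synthetase gene chosen after its values were seen, had 8.00 ± 2.27 TPM in HFD_T and 3.68 ± 1.50 TPM in HFD_W, with no overlap between the groups (p = 0.0286, exact permutation test).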

Using the screening criteria of |NES| ≥ 1.5, *p* value < 0.05, and P adjust < 0.25, two significantly positively enriched gene sets related to BAT thermogenesis and lipid metabolism were identified: mitochondrial fatty acid beta oxidation (Figure 5D) and respiratory electron transport (Figure 5E). Mitochondrial fatty acid *β*-oxidation is the core pathway through which BAT decomposes fatty acids to produce the energy substrate acetyl-CoA. Activation of this pathway indicates that PTE intervention can enhance BAT’s ability to decompose and utilize fats, providing sufficient substrates for subsequent energy conversion (thermogenesis). Mitochondrial respiratory electron transport is the key link in oxidative phosphorylation, responsible for converting energy generated from fatty acid β-oxidation into ATP or heat (thermogenesis). Activation of this pathway suggests that the energy conversion function of BAT mitochondria in the HFD_T group is enhanced, enabling more energy from fat decomposition to be released as heat. Thus, the two pathways exhibit a functional synergistic relationship between substrate supply and energy conversion: the former provides energy substrates by decomposing fats, while the latter converts substrate energy into heat through the respiratory chain. These results indicate that PTE’s regulation of BAT function is not limited to a single link but enhances BAT metabolic activity by synergistically promoting fat decomposition and energy conversion.

To verify the accuracy of the RNA-seq results, four differentially expressed genes (DEGs)—*Pde3b*, *Elovl3*, *Cyp1a1*, and *Chac1*—were randomly selected for RT-qPCR validation (Supplementary Figures S2A,B). The results showed that the expression levels of *Pde3b* and *Elovl3* in the HFD_T group were significantly higher than those in the HFD_W group, while the expression levels of *Cyp1a1* and *Chac1* were significantly lower in the HFD_T group compared with the HFD_W group. 

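In the RNA-seq data, Pde3b, on chromosome 7 from 114013685 to 114138486, had 18.5 ± 3.59 TPM (SD, n = 4) in HFD_T and 9.04 ± 4.21 TPM (SD, n = 4) in HFD_W. Each HFD_T value lay above each HFD_W value (p = 0.0286, exact permutation test), and the limma log2 fold change was 1.12 (SE 0.60). Elovl3, on chromosome 19 from 46119917 to 46124133, had 7.71 ± 5.76 TPM in HFD_T and 2.54 ± 3.01 TPM in HFD_W, with a log2 fold change of 1.82 (SE 0.93). The groups overlapped, with HFD_W_3 at 7.00 TPM and HFD_T_3 at 2.01 TPM (p = 0.114, exact permutation test). Cyp1a1, on chromosome 9 from 57595211 to 57611107, had 4.59 ± 2.71 TPM in HFD_T and 9.11 ± 4.37 TPM in HFD_W, a difference within the spread between mice (p = 0.143, exact permutation test). Chac1, on chromosome 2 from 119180757 to 119184866, had 1.04 ± 0.89 TPM in HFD_T and 3.63 ± 4.76 TPM in HFD_W (p = 0.400, exact permutation test). The Chac1 difference rested on HFD_W_4, at 10.6 TPM, and its log2 fold change went from -1.15 to -0.33 without this mouse. None of the 4 genes passed an adjusted p under 0.05 in limma, where the adjusted p ranged from 0.297 to 0.342. The RT-qPCR values were not analysed here.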

The expression trends of these genes detected by RT-qPCR were consistent with the RNA-seq data, confirming the stability and reliability of the transcriptomic sequencing results.

### 3.3 Integrated analysis reveals that the *Gpat3*-regulated glycerophospholipid metabolism pathway may be a key pathway for pte to promote systemic energy expenditure

To clarify the functional association between transcriptional regulation and lipid metabolism, common KEGG pathway enrichment analysis was performed for differential genes and differential metabolites. A total of 13 pathways were identified, including Regulation of lipolysis in adipocytes, Retrograde endocannabinoid signaling, Linoleic acid metabolism, Insulin resistance, Glycerophospholipid metabolism, and Thermogenesis, among which 5 pathways are related to lipid metabolism (Figures 6A,B). The corresponding results of genes, KEGG pathways, and lipid metabolites are presented in Supplementary Table S4, which includes 29 DEGs and 5 DALs. 

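Of the 29 genes of Table S4, 28 were in the table, and Cyp11a1 was not, whereas Cyp1a1 was. By the limma fit, 8 of the 28 were higher and 20 were lower in HFD_T. Hspa1a, Hspa1b and Plb1 passed an unadjusted p under 0.05 with a log2 fold change of at least 1 in size. Plb1 was at 0.36 TPM or less in every mouse, and it lost the criteria without any one mouse other than HFD_W_1. In 5 of the 28 genes the 4 values of one group all lay beyond the 4 of the other. The 16 lower genes with their highest value in HFD_W_4 include Prkcq, with 0.430 ± 0.275 TPM (SD, n = 4) in HFD_T and 4.05 ± 6.15 TPM (SD, n = 4) in HFD_W, and Got2, with 11.4 ± 2.15 and 41 ± 51.9 TPM (p = 0.200 for Prkcq and p = 0.229 for Got2, exact permutation test). In 4 of the 28 genes the mean was under 1 TPM in both groups. Adcy8 is an example, at 0 in the 4 HFD_T mice and at most 0.04 TPM in HFD_W. Without HFD_W_1, 11 of the 28 genes passed as lower.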

A correlation heatmap of genes and metabolites was constructed (Figure 6C), leading to the identification of 8 key genes and 5 key lipid molecules.

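Of the 8 key genes, Gpat3, Pde3b, Hspa1a and Hspa1b separated the groups completely, and Pnpla3, Klb, Adcy3 and Calml4 did not. Gpat3, a glycerol-3-phosphate acyltransferase gene on chromosome 5 from 100993579 to 101046968, had 8.12 ± 2.89 TPM (SD, n = 4) in HFD_T and 3.75 ± 0.33 TPM (SD, n = 4) in HFD_W (p = 0.0286, exact permutation test), with a limma log2 fold change of 1.03 (SE 0.57). Hspa1a, an inducible heat shock protein gene on chromosome 17 from 35188166 to 35191132, had 2.47 ± 2.43 TPM in HFD_T and 24.4 ± 15.5 TPM in HFD_W, a log2 fold change of -3.48 (SE 0.77). Hspa1b, on chromosome 17 from 35175412 to 35178214, had 2.67 ± 2.65 and 23.6 ± 13.0 TPM, a log2 fold change of -3.37 (SE 0.77). For both, p = 0.0286 by the exact permutation test, and both kept the limma criteria in all 8 fits that each left out 1 mouse. The transcripts of Hspa1a share 47.1% of their stretches of 100 bases with those of Hspa1b, so the values of these genes are not independent of each other. Pnpla3 had 18.1 ± 9.14 TPM in HFD_T and 9.65 ± 2.12 TPM in HFD_W (p = 0.0571, exact permutation test). Klb had 1.60 ± 0.68 and 0.783 ± 0.473 TPM (p = 0.114, exact permutation test), and Adcy3 had 8.47 ± 7.81 and 3.31 ± 3.25 TPM (p = 0.171, exact permutation test). Calml4 was lower in HFD_T, at 0.330 ± 0.185 TPM against 1.23 ± 0.87 TPM in HFD_W (p = 0.0857, exact permutation test). The lipid values of the correlations were not analysed here.

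**Figure D3:**
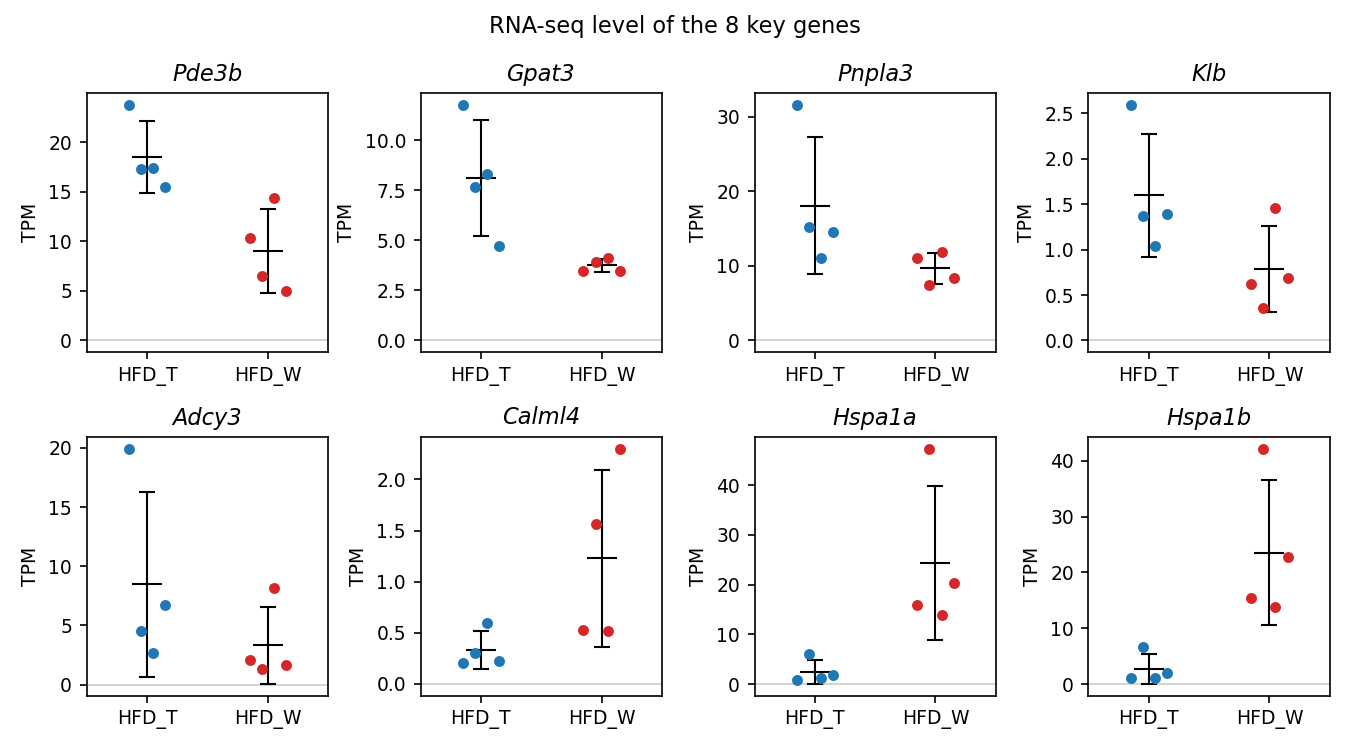
TPM (vertical axis) of the 8 key genes in each HFD_T mouse (blue) and HFD_W mouse (red), with the mean and SD of each group in black. The groups do not overlap for Pde3b, Gpat3, Hspa1a and Hspa1b.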

**Figure 6:**
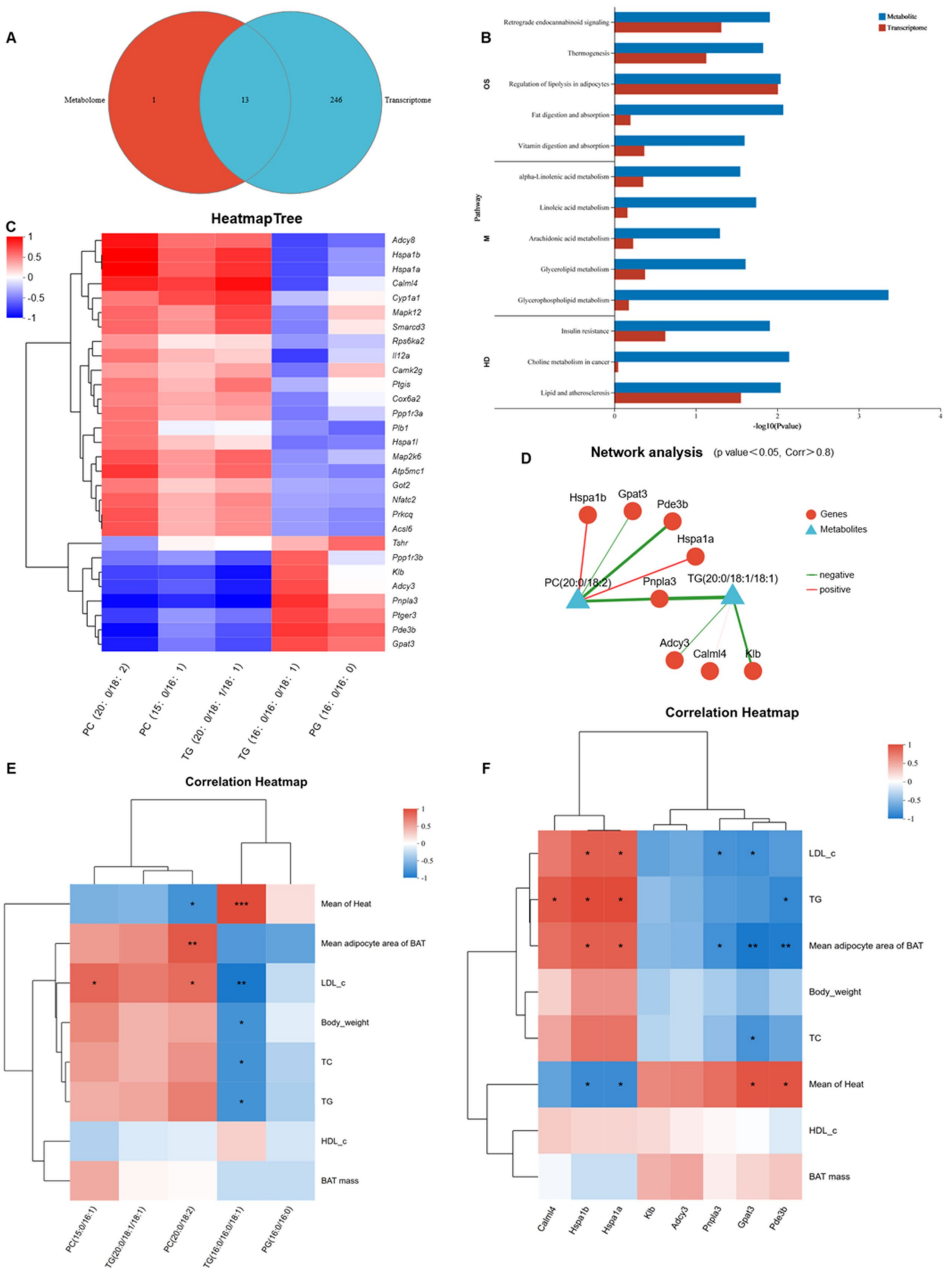
Integrated transcriptomic and lipidomic analysis reveals shared metabolic pathways. **(A)** Venn diagram of KEGG pathways enriched by DEGs and DALs. **(B)** KEGG pathway enrichment plots of DEGs and DALs. **(C)** Correlation analysis between genes and lipids. **(D)** Network analysis. **(E)** Correlation analysis between lipids and phenotypes. **(F)** Correlation analysis between genes and phenotypes.

First, common enrichment analysis was performed on these genes and lipid molecules. The results showed that they were co-enriched in 5 key pathways, among which the pathways related to lipid metabolism were Glycerolipid metabolism and Glycerophospholipid metabolism (Supplementary Figure S2C). *Pnpla3*, *Gpat3*, TG (20:0/18:1/18:1), and TG (16:0/16:0/18:1) were co-enriched in Glycerolipid metabolism. *Gpat3*, PC (20:0/18:2), PC (15:0/16:1), and PG (16:0/16:0) were co-enriched in Glycerophospholipid metabolism. Spearman correlation analysis further revealed that *Pnpla3* was significantly negatively correlated with TG (20:0/18:1/18:1) (corr = −0.928, *p* = 0.000863). *Gpat3* was significantly negatively correlated with PC (20:0/18:2) (corr = −0.833, *p* = 0.0102) (Figure 6D; Supplementary Figure S2D).

Correlation analysis was performed between these 8 key genes and mouse phenotypic indicators, with the results shown in Figure 6E. *Pde3b* was significantly positively correlated with average heat production, and significantly negatively correlated with the average area of BAT adipocytes and serum TG levels. *Gpat3* was significantly positively correlated with average heat production, and significantly negatively correlated with the average area of BAT adipocytes as well as serum LDL-c and TC levels. *Hspa1a* and *Hspa1b* were significantly negatively correlated with average heat production, and significantly positively correlated with obesity-related indicators. Spearman correlation analysis between the identified 5 key DALs and phenotypic indicators revealed that PC (20:0/18:2) was significantly negatively correlated with average heat production, and significantly positively correlated with the average area of BAT adipocytes and serum LDL-c levels; TG (16:0/16:0/18:1) was significantly positively correlated with average heat production, and significantly negatively correlated with obesity-related indicators (Figure 6F).

Based on the above results and combined with the roles of genes and lipid molecules in KEGG pathways, we can speculate that under PTE intervention, *Gpat3* and PC (20:0/18:2) in BAT may be key genes and lipid molecules regulating systemic thermogenesis. *Gpat3* may reduce the content of PC (20:0/18:2) in BAT by regulating the glycerophospholipid metabolism pathway, thereby enhancing systemic thermogenesis to resist lipid accumulation.

### 3.4 Gut microbiota is a key mediator for PTE-induced thermogenesis activation and metabolic improvement

#### 3.4.1 PTE specifically regulates obesity-related gut microbial structure

Given the critical role of the gut microbiota in regulating host energy metabolism and adipose tissue function (Kuang et al., 2019; Wang Y. et al., 2023), we performed 16S rRNA sequencing on fecal samples to evaluate the contribution of gut microbial alterations to the metabolic benefits of PTE.

Compared with the Chow_W group, the Chao1 and Ace indices were significantly decreased in the HFD_W group (Figure 7A), indicating a reduction in microbial richness. PTE intervention could partially restore microbial richness, consistent with previous studies (Ye et al., 2021). *β*-Diversity analysis further demonstrated distinct clustering among groups, with a separation between HFD_T and HFD_W in the PCoA plots (Figure 7B), suggesting that marked microbial community remodeling was induced by PTE. In line with earlier studies (Chen et al., 2023; Du W. et al., 2025), a HFD significantly increased the Firmicutes/Bacteroidetes (F/B) ratio, a dysbiosis marker associated with metabolic imbalance. PTE treatment reversed these alterations, restoring the F/B ratio to control levels (Figures 7E,F).

**Figure 7:**
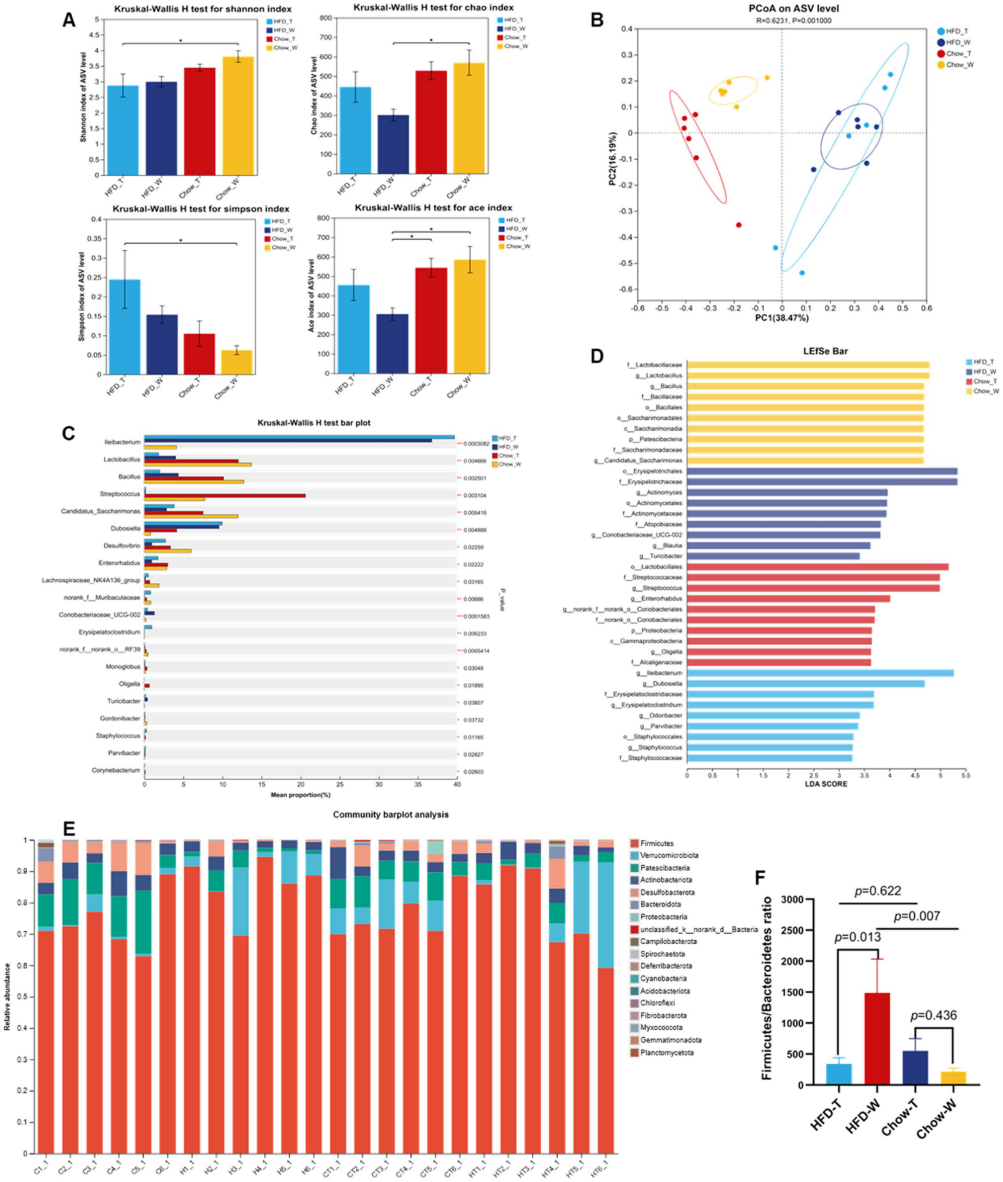
PTE intervention remodels gut microbiota composition. **(A)** Alpha diversity boxplot. **(B)** Beta diversity PCoA plot (Bray-Curtis). **(C)** Genus-level relative abundances compared by Wilcoxon rank-sum test. **(D)** LEfSe bar. **(E)** Heatmap of microbial phyla abundance. **(F)** Ration of Firmicutes to Bacteroidetes. *n* = 6 per group. Data are presented as mean ± SEM. One-way ANOVA with Tukey’s post hoc test or Wilcoxon rank-sum test was used as appropriate. *p < 0.05, **p < 0.01, ***p < 0.001.

A genus-level comparison revealed that *Allobaculum*, *Blautia*, and *Coriobacteriaceae_UCG-002* were significantly elevated in HFD_W, whereas *Erysipelatoclostridium*, *norank_f__Muribaculaceae*, *Lactococcus* and *NK4A214_group*, associated with short-chain fatty acid production and energy homeostasis (Su et al., 2024; Sun et al., 2024), were enriched in HFD_T (Figures 7C,D). These findings suggest that PTE modulates the gut microbiota by promoting beneficial bacteria and suppressing potential pathobionts, thereby restoring the intestinal ecological balance.

#### 3.4.2 Prediction of gut microbial metabolic functions

Based on the eggNOG and KEGG databases, PICRUSt2 was employed in this study to predict and analyze the functional potential of the gut microbiota. The results of eggNOG functional annotation revealed that the unannotated functional genes exhibited the highest abundance, followed by genes associated with amino acid transport and metabolism, as well as those related to translation, ribosomal structure, and biogenesis (Supplementary Figure S3A). At the KEGG level 2, pathways involved in carbohydrate metabolism, amino acid metabolism, and energy metabolism were significantly enriched (Supplementary Figures S3B,C). Furthermore, combined with the KEGG level 3 data, it could be further confirmed that the functions of the microbial community were associated with metabolic pathways, biosynthesis of secondary metabolites, biosynthesis of amino acids, carbon metabolism, and pyrimidine metabolism pathways (Supplementary Figures S3D,E). Previous studies have reported a significant correlation between the functions predicted by PICRUSt2 at the KEGG level 2 and the actual metabolic characteristics of the microbial community (Zhao et al., 2021), suggesting that the functional prediction results in this study can to a certain extent reflect the metabolic potential of the microbiota in carbohydrate and amino acid utilization, thereby affecting host nutrition.

## 4 Discussion

A significant reduction in body weight without a significant change in food intake indicates that the anti-obesity effect of PTE does not stem from reduced energy intake, which is consistent with the conclusions of a recent study on Tirzepatide (Zhang et al., 2025). Data from metabolic cage monitoring showed that PTE can systematically enhance energy expenditure in mice, with the core contribution derived from increased heat production.

The Respiratory Exchange Ratio (RER) is a core quantitative indicator for evaluating the body’s preference for energy substrate utilization. When RER ≈ 0.7, it indicates that the body primarily uses fatty acid *β*-oxidation as the energy source; when RER ≈ 1.0, it suggests that the body relies on carbohydrates for energy supply (Ravussin et al., 2025; Smith et al., 2018; Wang Y. et al., 2025). The dynamic changes in RER and heat production demonstrate that PTE can shift the mice’s substrate utilization preference from carbohydrate-dominant to fat-dominant, while increasing heat production. In addition, systemic energy expenditure was significantly elevated in PTE-treated mice, whereas neither food intake nor spontaneous activity showed significant changes. This result rules out energy consumption from digestive metabolism and exercise-induced thermogenesis, suggesting that the increased energy expenditure originates from BAT-mediated non-shivering thermogenesis.

GSEA analysis of the BAT transcriptome revealed that PTE significantly activates two key pathways in BAT that are core to energy metabolism: mitochondrial fatty acid beta oxidation and respiratory electron transport. Meanwhile, the citric acid TCA cycle and respiratory electron transport (NES = 1.55, *p* value = 0, P adjust = 0.25) and fatty acid metabolism (NES = 1.57, *p* value = 0, P adjust = 0.25) also showed the same upward trend (Figures 5F,G). This indicates that PTE may enhance BAT’s thermogenic capacity by synergistically upregulating the entire metabolic cascade from fatty acid decomposition and electron transport to uncoupled thermogenesis. Consistent with the above conclusions, lipid subclass remodeling (Figure 4D) in BAT lipidomic data further supports the establishment of a metabolically active lipid microenvironment, thereby favoring energy dissipation. In addition, morphological analysis of BAT showed that the HFD_T group had smaller and more numerous lipid droplets, a phenotype consistent with the conclusions from BAT transcriptomic and lipidomic analyses.

Based on 16S rRNA sequencing analysis, we found that Pu-erh tea can regulate the richness and composition of the gut microbiota: on the one hand, it enriches beneficial bacteria such as *Muribaculaceae* (Zhao H. et al., 2025; Zhu et al., 2024), and on the other hand, it inhibits potentially harmful bacteria including *Coriobacteriaceae_UCG-002*. These microbial changes may target lipolysis and thermogenesis in adipose tissue through the signaling of microbial metabolites (Zhao H. et al., 2025; Zhu et al., 2024; May and den Hartigh, 2021). The ameliorative effect of Pu-erh tea on HFD-induced metabolic disorders is achieved through the cross-organ synergistic regulation of the “intestinal microbiota-metabolites-BAT” axis, and this mechanism has been verified in studies on tea-derived bioactive components (Li et al., 2023; Wang Y. et al., 2023; Wang et al., 2021; Yang et al., 2024). Pu-erh tea and its bioactive components (e.g., theabrownin, polyphenols) can reverse HFD-induced intestinal flora dysbiosis. HFD causes an abnormal increase in the F/B ratio, which is positively correlated with fat accumulation. Pu-erh tea intervention can restore the normal F/B ratio by inhibiting the abundance of Firmicutes and enriching Bacteroidetes (Li et al., 2025; Ning et al., 2025; Zhao et al., 2026). Pu-erh tea can also specifically enrich functional flora, including bacteria with 7α-dehydroxylation activity (*Clostridium scindens, Parabacteroides distasonis*) and probiotics (*Akkermansia muciniphila*, *Lactobacillus*, Bacteroides, Bifidobacterium) (Wang et al., 2021; Yang et al., 2024; Kuang et al., 2020; Wang Y. et al., 2023; Zhao S. et al., 2025). Among these, *Akkermansia muciniphila* shows a strong negative correlation with weight gain and serves as a key core strain mediating adipose thermogenesis (Wang Y. et al., 2023).

The intestinal microbiota remodeled by Pu-erh tea establishes signaling pathways between the intestine and BAT through the production of specific metabolites. In addition to the classical short-chain fatty acids (SCFAs) and bile acids (BAs), these metabolites also include novel regulatory molecules such as succinate (Li et al., 2023). Pu-erh tea intervention can significantly increase the levels of acetate, propionate, and butyrate in the intestine and serum (Wang et al., 2021; Yang et al., 2024; Zhao S. et al., 2025). These metabolites activate GPR41/GPR43 receptors in adipose tissue, regulate the AMPK-PGC1α-UCP1 signaling pathway, directly promote fatty acid *β*-oxidation and non-shivering thermogenesis in BAT, and simultaneously induce browning of white adipose tissue to form beige fat (Wang et al., 2021; Yang et al., 2024; Zhao S. et al., 2025; Du Y. et al., 2025). Studies on summer-autumn tea aqueous extract have confirmed that its thermogenic effect is highly correlated with SCFA production and microbiota reconstruction (Yang et al., 2024). Moreover, SCFAs produced by the gut microbiota can further enhance BAT activity by activating the AMPK/SIRT1/PGC-1α pathway (Du Y. et al., 2025). Bacteria with 7α-dehydroxylation activity, such as *C. scindens*, can shift bile acid biosynthesis from the classical pathway to the alternative pathway, which is specifically manifested by increased levels of non-12α-hydroxylated BAs (non-12OH-BAs, e.g., UDCA, LCA) and decreased levels of 12α-hydroxylated BAs (12OH-BAs, e.g., CA, DCA, TCA) (Hu et al., 2025; Kuang et al., 2020; Zhao C. et al., 2025). This change activates the TGR5-DIO2-T3 axis in BAT and upregulates the expression of core genes related to fatty acid β-oxidation, such as UCP1, PGC1α, and Acox1 (Kuang et al., 2020; Zhao C. et al., 2025). Ziyang selenium-enriched green tea polysaccharide can increase the content of succinate in the colon through microbiota regulation. This metabolite is directly associated with adipocyte thermogenesis, thereby upregulating the expression of thermogenic marker proteins such as UCP1 and PGC-1α in BAT and inguinal white adipose tissue (Li et al., 2023).

The aforementioned changes in microbiota and metabolites ultimately lead to the activation of BAT function. The activation of the AMPK pathway mediated by SCFAs can accelerate the rate of mitochondrial fatty acid *β*-oxidation in BAT, and Theabrownin extracted from Fuzhuan brick tea can also promote thermogenesis through this pathway (Wang et al., 2021). The TGR5 signaling pathway triggered by bile acids can enhance the thermogenic capacity of BAT while reducing the inflammatory levels in the intestine and adipose tissue (Hu et al., 2025; Wang et al., 2021; Kuang et al., 2020). Notably, the tea-derived probiotic Eurotium cristatum exerts adipothermogenic effects by enriching *Akkermansia muciniphila*. Supplementation with *Akkermansia muciniphila* alone can replicate the effects of inhibiting fat accumulation and enhancing BAT activity (Wang Y. et al., 2023). Further verification by antibiotic experiments confirms that the metabolic ameliorative effect of Pu-erh tea is completely dependent on the intestinal microbiota, as antibiotic treatment eliminates all its efficacy (Zhao S. et al., 2025); fecal microbiota transplantation experiments directly verify the causal regulatory role of the microbiota (Du Y. et al., 2025).

Taken together, our study has clarified the mechanism by which PTE exerts anti-obesity effects through activating BAT function and remodeling the intestinal flora. Its efficacy has also been verified from multiple dimensions including systemic metabolism, organ function, molecular pathways, and intestinal microecology. However, future research can be further expanded and improved in the following aspects. Firstly, isolate and purify the main bioactive components from PTE, and verify the regulatory effects of each component on BAT thermogenic marker proteins and fatty acid β-oxidation related genes using *in vitro* BAT cell models. Further *in vivo* animal experiments should be conducted to clarify the impacts of core bioactive components on BAT function, energy metabolism, and obesity phenotypes. Secondly, establish germ-free mouse models and perform fecal microbiota transplantation experiments. Transplant the intestinal flora from PTE-treated mice into germ-free mice, and observe changes in BAT thermogenic activity, fatty acid metabolism, and obesity-related phenotypes in recipient mice to directly confirm the mediating role of the flora. Meanwhile, combine antibiotic treatment experiments to verify whether the regulation of PTE on BAT function depends on the intestinal microecology by eliminating the intestinal flora. Isolate and enrich the key functional strains remodeled by PTE, and conduct in vivo colonization experiments with these strains either individually or in combination to clarify the regulatory effects of specific strains on BAT function.

## Data Availability

The datasets presented in this study have been deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE312855).

# Supplementary material for: Pu-erh tea attenuates obesity by remodeling gut microbiota and activating energy expenditure
**Source:** Front Microbiol. 2026 Jan 15;16:1752456. doi: 10.3389/fmicb.2025.1752456
**Supplement:** Supplementary file 1

## 1 Appendix A. Supplementary data

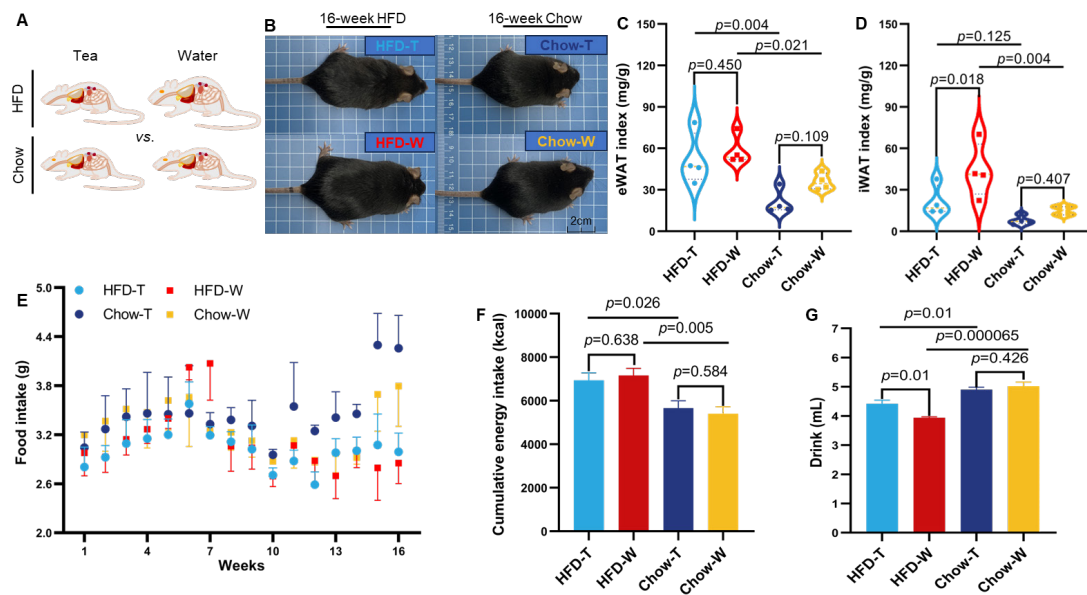

**Fig S1. Experimental design and basic phenotypic characteristics of mice**

(A) Experimental grouping.

(B) Representative images of mice at week 16 (scale bar = 2 cm).

(C) Epididymal white adipose tissue (eWAT) weight index.

(D) Inguinal white adipose tissue (iWAT) weight index.

(E) Food intake.

(F) Energy intake.

(G) Water intake.

Data are presented as mean  $\pm$  SEM. Statistical significance was determined by one-way ANOVA followed by Tukey's post hoc multiple comparisons test.

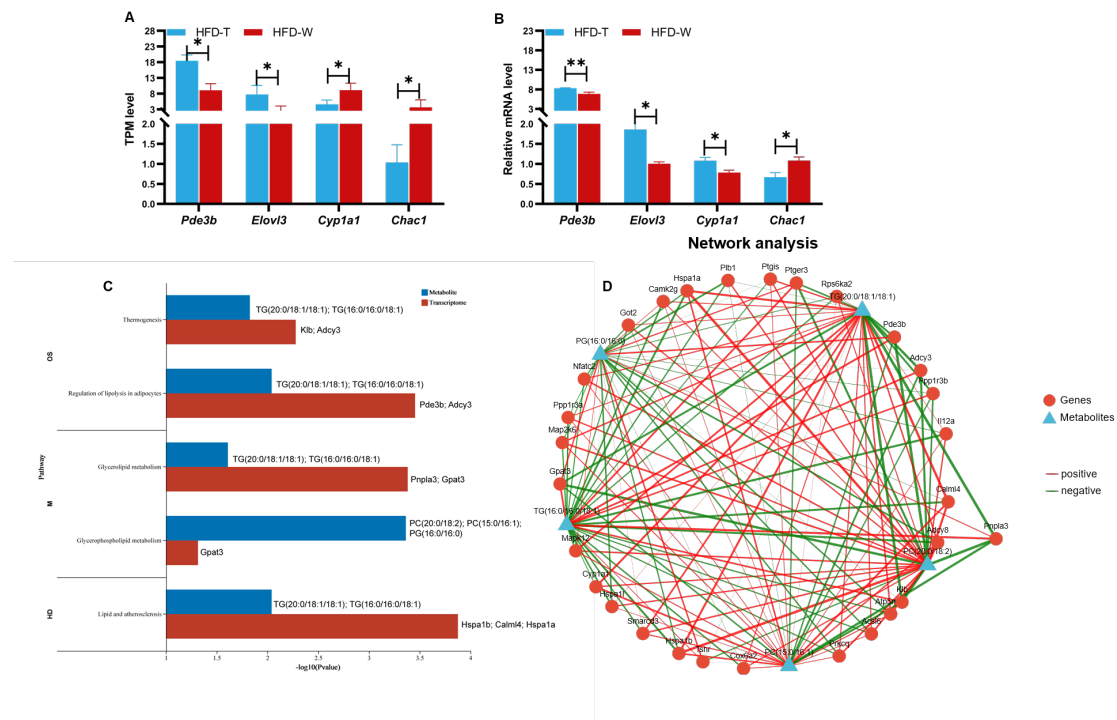

**Fig. S2. Validation of gene expression and multi-omics correlation analysis**

(A) Gene expression levels (TPM).

(B) Relative mRNA levels.

(C) Visualization of genes, KEGG pathways, and metabolites.

(D) Network analysis of genes and lipid molecules.

Data are presented as mean  $\pm$  SEM. Statistical significance was determined by one-way ANOVA followed by Tukey's post hoc multiple comparisons test.

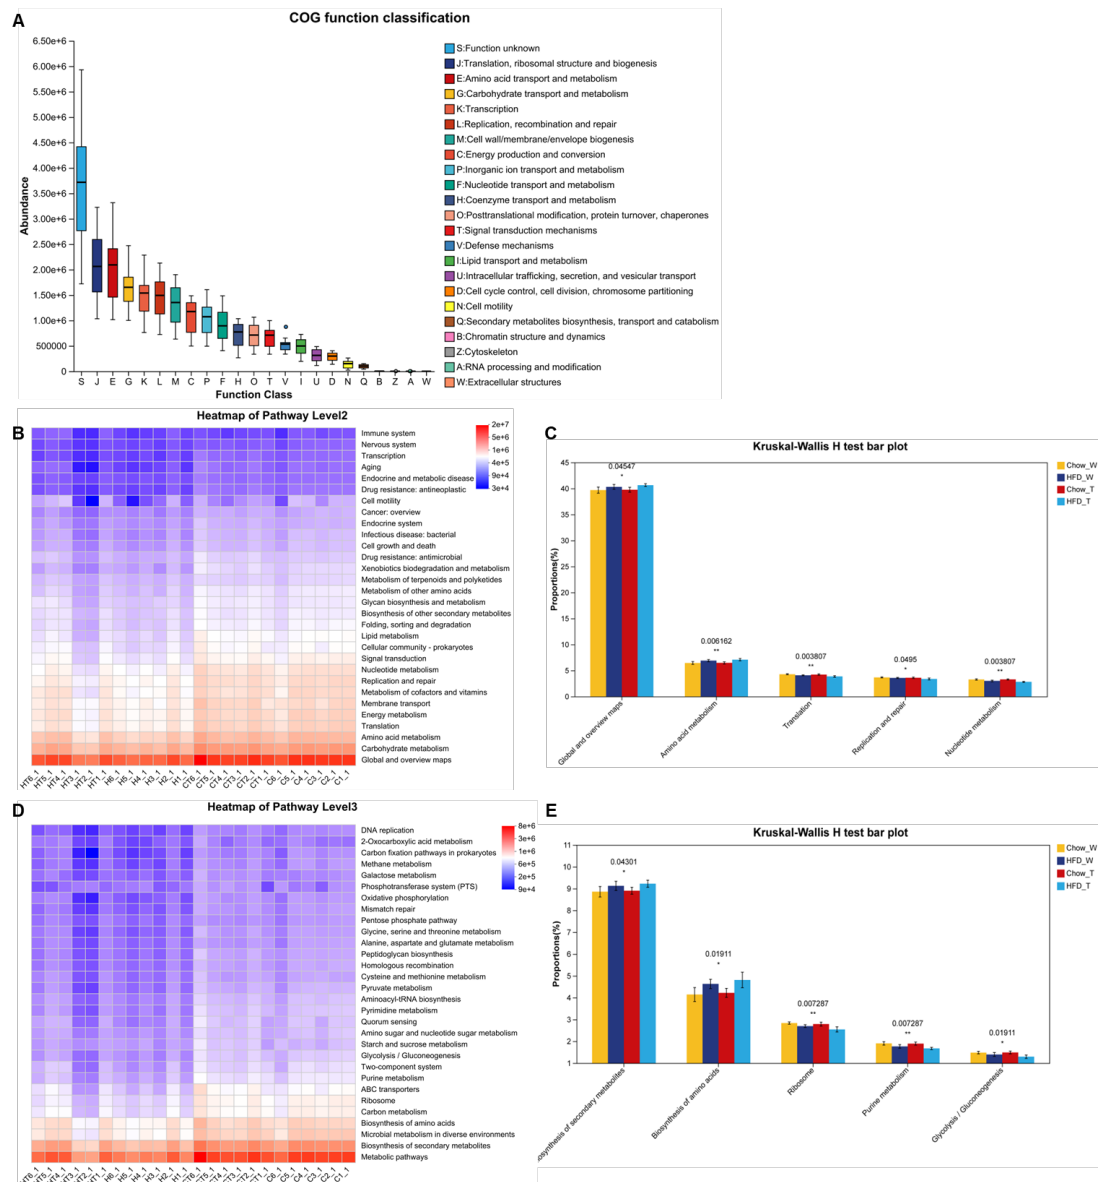

**Fig. S3. Validation of gene expression and multi-omics correlation analysis**

(A) COG functional classification predicted by PICRUSt2.

(B, C) Heatmaps of KEGG pathway enrichment at levels 2.

(D, E) Heatmaps of KEGG pathway enrichment at levels 3.

27 **Table S1.** Phytochemical profiles of Pu-erh tea extracts

| Components                      | Contents (mg/g) |
|---------------------------------|-----------------|
| Gallic Acid (GA)                | 33.52±0.28      |
| Gallocatechin (GC)              | 5.89±0.04       |
| Epigallocatechin (EGC)          | 2.17±0.06       |
| Catechin (C)                    | 2.23±0.18       |
| Caffeine (CAF)                  | 112.95±0.19     |
| Epicatechin (EC)                | 13.49±0.43      |
| Epigallocatechin Gallate (EGCG) | 2.40±0.20       |
| Gallocatechin Gallate (GCG)     | 1.36±0.01       |
| Epicatechin Gallate (ECG)       | 37.32±0.06      |
| Total polyphenols               | 365.69±3.32     |
| Tea polysaccharide              | 46.67±1.67      |

28 Values are mean ± SD (n = 3).

29

30

31

32 **Table S2.** Macronutrient distribution in normal chow and high-fat diet groups.

| Parameter    | HFD Diet          |         |                        | Chow Diet         |         |                        |
|--------------|-------------------|---------|------------------------|-------------------|---------|------------------------|
|              | Mass ratio, %     | Kcal/kg | Energy supply ratio, % | Mass ratio, %     | Kcal/kg | Energy supply ratio, % |
| Protein      | 23.25             | 930     | 18.14                  | 18.8              | 752     | 20.54                  |
| Total fat    | 34.55             | 3110    | 60.65                  | 5.2               | 468     | 12.79                  |
| Carbohydrate | 27.20             | 1088    | 21.22                  | 61.0              | 2440    | 66.67                  |
|              | <i>Total Kcal</i> | 5128    | 100.00                 | <i>Total Kcal</i> | 3660    | 100.00                 |

33

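Table S3 lists the primer pairs used to amplify the reference gene 36b4 and 4 DEGs from cDNA. Each primer was compared with the GENCODE M39 transcripts. The Pde3b pair matched Pde3b alone, in coding exons 11 (chromosome 7, 114122627 to 114122646) and 12 (114126151 to 114126170), for a product of 210 bases. The Elovl3 pair matched Elovl3 alone, with the forward primer across the junction of exons 3 and 4, for a product of 52 bases. The pair listed as Cyp11a1, GTTTATGACACTGCATGTGG and GAGAAACATGGACATGCAAG, matched Cyp1a1 exactly, in the 3′ UTR in exon 7 (chromosome 9, 57610572 to 57610591 and 57610640 to 57610659), for a product of 88 bases. Neither of its primers matched Cyp11a1, from which they differed by at least 5 and 6 edits. The reverse primer of Chac1 matched Chac1 across the junction of exons 2 and 3. The forward primer as printed, GGCTTCGTTTCGTGGCTATAGC, had no exact match in any transcript and was 1 edit away from Chac1. The 36b4 pair matched Rplp0, the current name of 36b4, in exons 3 and 4 on chromosome 5, and both primers also matched 5 other annotated genes. Among these 5 is Gm8730, a processed pseudogene that is also among the 623 listed genes. Whether these matches affected the RT-qPCR was not tested.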

34 **Table S3.** The primers for RT-PCR (5'to 3').

| Gene           | Primer         |                        |
|----------------|----------------|------------------------|
| <i>36b4</i>    | Forward Primer | GAAACTGCTGCCTCACATCCG  |
|                | Reverse Primer | GCTGGCACAGTGACCTCACACG |
| <i>Pde3b</i>   | Forward Primer | CCAATTCCTGGCTTACCTCA   |
|                | Reverse Primer | GTGATCGTAATCGTGCATGG   |
| <i>Elovl3</i>  | Forward Primer | AGCAAGGTTGTTGAACTGGGA  |
|                | Reverse Primer | GACGCTTACGCAGGATGATGA  |
| <i>Cyp11a1</i> | Forward Primer | GTTTATGACACTGCATGTGG   |
|                | Reverse Primer | GAGAAACATGGACATGCAAG   |
| <i>Chac1</i>   | Forward Primer | GGCTTCGTTTCGTGGCTATAGC |
|                | Reverse Primer | CAGCCCTCACGGTCTTCAAG   |

36 **Table S4.** KEGG co-enrichment results of genes and lipid metabolites.

| Pathway<br>Description                | Metabolite list                            | Gene list                                                                             |
|---------------------------------------|--------------------------------------------|---------------------------------------------------------------------------------------|
| Insulin resistance                    | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Ppp1r3b; Prkcq; Rps6ka2; Ppp1r3a</i>                                               |
| Lipid and atherosclerosis             | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Map2k6; Mapk12; Hspa1b; Calml4; Nfatc2; Il12a; Hspa1l; Camk2g; Cyp11a1; Hspa1a</i> |
| Thermogenesis                         | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Adcy8; Smarcd3; Atp5mc1; Klb; Cox6a2; Adcy3; Acsl6; Rps6ka2; Mapk12</i>            |
| Regulation of lipolysis in adipocytes | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Adcy8; Pde3b; Tshr; Adcy3; Ptger3</i>                                              |
| Fat digestion and absorption          | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Got2</i>                                                                           |
| Vitamin digestion and absorption      | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Plb1</i>                                                                           |
| alpha-Linolenic acid metabolism       | PC(15:0/16:1) ;<br>PC(20:0/18:2)           | <i>Plb1</i>                                                                           |
| Linoleic acid metabolism              | PC(15:0/16:1) ;<br>PC(20:0/18:2)           | <i>Plb1</i>                                                                           |
| Arachidonic acid metabolism           | PC(15:0/16:1) ;<br>PC(20:0/18:2)           | <i>Ptgis; Plb1</i>                                                                    |
| Glycerolipid metabolism               | TG(20:0/18:1/18:1) ;<br>TG(16:0/16:0/18:1) | <i>Pnpla3; Gpat3</i>                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

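RNA-seq of BAT from 4 HFD_T and 4 HFD_W mice was analysed, at 16 weeks of the HFD with PTE at 0.25% (w/v) or with water. Each mouse gave 1 library, and samples were grouped by the diet and drink in their labels, which the paper's groups match. According to the paper, the authors trimmed reads with fastp at default parameters, aligned them with HISAT2, assembled them with StringTie and quantified genes with RSEM. The genome named with the data is GRCm39, and the annotation release and the tool versions were not found in the paper's text. The deposited values are TPM, computed by the authors per library and given to 2 decimals. The authors tested differential expression with DESeq2 or DEGseq on values not used here. The paper's methods give an FDR criterion and its results an unadjusted p, both with a log2 fold change of 1.

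The table holds 623 genes, the number of DEGs of the paper, of which 622 have a TPM above 0 in some mouse. Since the list had been selected on these mice, p-values and the variance shared across genes in limma describe the list only. No enrichment, overlap or gene set test was run, and centring each sample on its median, planned for tables of at least 5000 genes, was left out. TPM keeps no depth, so no depth, counting interval or detection limit is given.

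Values were transformed to log2(TPM + 0.1) with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. HFD_T was compared with HFD_W by limma 3.58.1 in R 4.3.3, with a mean-variance trend and without covariates. A gene was counted as higher or lower at an unadjusted p under 0.05 and a log2 fold change of at least 1 in size, and the Benjamini-Hochberg adjusted p was taken over the 622 genes. Single genes were compared by two-sided exact permutation over 70 arrangements. PCA was run on centred, unscaled values, and the ratio of mean distances between and within groups was tested over 35 splits. The limma step was tested on simulated data of 622 genes with the means and residual spread of the listed genes, 200 of them changed by 2 on the log2 scale. It called 67.0% of the 200 changed genes in the right direction and 5.45% of the 422 unchanged genes. Of the changed genes with a mean over 1.9 TPM, 54.35% were called in the right direction. The simulated errors were independent between genes and equal in spread between the groups, unlike the listed genes. These rates therefore do not give the error of the calls on the real mice.

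The design, the alternatives, the gene lists and the rule for naming genes were written before the data were examined. By this rule, the genes named are those in the results, Figures 5 and 6 and Tables S3 and S4 of the paper that the table holds, with up to 5 genes with the largest rise and 5 with the largest fall among those that passed, separated the groups and had a mean of at least 1 TPM in one group. This gave 31 genes from the paper and 3 others, Psme2b, Gm16118 and Ier3. Members of the gene lists are named as such, and Scd1, Acss3, Jun, Dusp1, mt-Rnr2 and mt-Tq were chosen after their values were seen. The lists cover skeletal muscle (23 of 45 in the table), slow or cardiac muscle (1 of 14), fatty acid oxidation (0 of 25), respiratory electron transport (0 of 48), brown adipocyte thermogenesis (1 of 20), heat shock (3 of 18), the integrated stress response (1 of 15), the aryl hydrocarbon receptor (3 of 6), lymphocytes (0 of 20), skin (0 of 10), blood (0 of 6) and white adipocytes (0 of 9).

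The alternatives were pseudocounts of 1 and 0.01, genes with a mean of at least 1 TPM, limma without the trend, a permutation test in place of limma, adjusted p-values, a replicate block, each mouse left out in turn and, for PCA, scaling, untransformed TPM and the muscle genes left out. A muscle score, the mean centred log2 value of the 23 muscle genes, was added as a covariate after the data were seen. Gene positions and primer matches were taken from GENCODE M39 on GRCm39.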

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

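Both scales of this check, TPM and log2(TPM + 0.1), were looked at after the values were seen. In 72 checks on each scale, over the 34 named genes, the summed TPM of the listed genes and the skeletal muscle list in the HFD_T and HFD_W mice, a mouse lay far from the other 3 of its group in 17 cases on the TPM scale and in 3 cases on the log2 scale. Chance gives about 3.6.

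On the TPM scale, HFD_W_4 was the high mouse in 11 of the 17 cases. Its gap to the next HFD_W mouse, as a share of the range of the group, was 0.871 for Prkcq, 0.874 for Rps6ka2, 0.898 for Ppp1r3a, 0.920 for Il12a, 0.897 for Hspa1l, 0.842 for Camk2g, 0.916 for Smarcd3, 0.881 for Cox6a2, 0.899 for Acsl6, 0.875 for Got2 and 0.877 for the sum of the muscle list. HFD_T_3 was the high mouse of its group for Cox6a2 (0.884) and for the sum of the muscle list (0.879). These genes share mice, so the cases are not independent of each other. None of the 11 passed the critical value on the log2 scale, where HFD_W_4 was still the highest. Skeletal muscle carried over with BAT is a candidate explanation for the muscle list, whose genes had a median pairwise r of 0.987. A difference of the mouse itself stays open and was not tested.

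HFD_W_3 was the high mouse of HFD_W for Adcy3 (0.897) and Elovl3 (0.834) on the TPM scale. HFD_T_1 was the low mouse of HFD_T for Nfatc2 on both scales (0.833 for TPM and 0.889 for log2 values) and for Got2 on the log2 scale (0.842). HFD_T_3 was the low mouse for Plb1 on both scales, with a gap of 1, where the values were 0 and 0.01 TPM and the gap is the last decimal of the table. No explanation was tested for these.

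Psme2b, which the paper does not discuss, was higher in HFD_T by 1.48 on the log2 scale, in a list selected on these mice. Reads shared with Psme2 are a possible explanation that was not tested. Leaving out 1 mouse gave 1.16 to 1.64, and with a pseudocount of 1 the value was 0.66. An effect of PTE stays open as well.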

How the results depend on the processing

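Calls of higher and lower genes depended on the processing, as the counts show. With all 8 mice and the pseudocount of 0.1, 18 genes were higher and 25 lower. With a pseudocount of 1 the counts were 0 and 5, with 0.01 they were 29 and 45, and with genes of a mean of at least 1 TPM they were 0 and 8. In the last case 324 genes were tested. Without the limma trend 31 genes were higher and 26 lower. An exact permutation test in place of limma gave 25 and 13, and adjusted p-values gave 0 and 0, where 63 genes had an unadjusted p under 0.05 in limma. Across the 8 fits that each left out one mouse, the counts ran from 12 to 20 for higher genes and from 12 to 242 for lower genes, where the 242 came without HFD_W_1. Of the 18 and 25 genes, 11 and 24 were among the calls without HFD_W_1. Without HFD_W_4, 18 were higher and 32 lower, sharing 14 and 18 with those of all 8 mice, and 1 gene passed an adjusted p under 0.05.

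Same-numbered mice share only a number. The correlations of their deviations from the group means were 0.08, -0.16, -0.28 and -0.46 for replicates 1 to 4. With the replicate number as a block, 8 genes were higher and 20 lower.

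The distance ratio of the PCA ran from 0.98 to 1.55 across the 8 fits that left out one mouse. It passed p 0.05 by the exact permutation test only without HFD_W_1, and fell below 1 without HFD_T_1. Under the alternatives of pseudocount, filter, scaling, transformation and muscle genes left out it stayed above 1 and did not pass. PC1 followed the muscle score (Pearson r 0.980), on which HFD_W_1 was the lowest mouse. Whether this profile set the ratio was not tested further.

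All 23 muscle genes had a fitted change below 0 in every fit without the muscle score. The number past the criteria ran from 0 to 22 across the fits without one mouse, the 22 without HFD_W_1. For Table S4, 20 of 28 genes were below 0, and 13 among those with a mean of at least 1 TPM, since fewer genes were tested. The number called lower was 3, and ran from 2 to 11 without one mouse.

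With the muscle score as a covariate, an alternative chosen after seeing the data, 29 genes were higher and 26 lower, and 13 of the 23 muscle genes were below 0, as the score is built from them. The fitted log2 change turned positive for Hspa1l (0.11), Camk2g (0.023), Cox6a2 (0.59) and Chac1 (0.19). The cause was not tested. For the 34 named genes, the limma fits under the other settings gave 390 values on the same side of the threshold, 28 weaker, 15 stronger and 0 reversed. The permutation test and the adjusted p-values are not among these. Centring samples on the median was not run, since the table holds too few genes. For the same reason no set test over all genes (camera or fry) was run. The depth is unknown, which limits what can be said of genes at a low TPM.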

Differences from the paper's values

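The paper reports 112 upregulated genes, and limma on the deposited TPM gave 18. The paper reports 511 downregulated genes, and the same fit gave 25. None of the alternatives set before the data were examined closed either gap. They gave 0 to 31 higher and 0 to 242 lower genes, the 242 without HFD_W_1, and the muscle score covariate, chosen after seeing the values, gave 29 and 26. By the sign of the difference in mean TPM alone, 112 genes were higher and 510 lower, and mt-Tq, at 0 in all mice, had no direction.

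The paper's text gives Cyp1a1 as lower in HFD_T, and its TPM was lower as well (4.59 against 9.11 TPM), whereas Fig. S2B draws the RT-qPCR bar of Cyp1a1 higher in HFD_T. Table S4 and Table S3 name Cyp11a1, whereas the table holds Cyp1a1, and the primers of Table S3 matched Cyp1a1. The paper names Elovl3, Cyp1a1 and Chac1 as DEGs in RNA-seq, and as significantly different by RT-qPCR, an assay not analysed here. In the RNA-seq values on the log2(TPM + 0.1) scale, their exact permutation p-values were 0.114, 0.143 and 0.400. These values therefore do not test the RT-qPCR result. Elovl3 passed the limma criteria only without HFD_T_3 or without HFD_W_3, and Cyp1a1 only without HFD_W_4. Chac1 passed them under none of the alternatives.

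The paper lists the genes of Table S4 as DEGs, and Hspa1a, Hspa1b and Plb1 alone passed the limma criteria with all 8 mice. Pde3b, Ptger3, Gpat3 and Calml4 passed in limma without the trend. Pde3b, Ptger3 and Gpat3 also passed with the exact permutation test in place of limma, and Gpat3 passed with the muscle score covariate, chosen after seeing the values. Prkcq, Ppp1r3a, Calml4, Il12a, Hspa1l, Atp5mc1, Cox6a2 and Acsl6 passed without HFD_W_1.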

Other observations

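The tests of the higher genes and of Hspa1a and Hspa1b were chosen after the values were seen. For the other tests, the explanation and its prediction were written before, but the numeric limits (a median r above 0.9, an r of 0.7, 0.8 or 0.9 to the muscle score, and 1.5 lower genes per higher gene) were set after the data were seen.

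The 23 muscle genes were lower with PTE by a median of -2.42 on the log2 scale and followed one profile over the mice. All 23 are in the table because the paper selected them as DEGs on these mice, and 3 of them (Cox6a2, Ppp1r3a and Mapk12) are in Table S4. Over the 8 mice, their median pairwise Pearson r was 0.987 and their median Spearman rho was 0.976. Without HFD_W_1 and HFD_W_4, the mice farthest from the median muscle score, these were 0.980 and 0.943. For the 486 other lower genes the median Pearson r was 0.840, and 0.647 without these mice. These are medians over pairs of genes, which are not independent, and no p was computed. The muscle score was 5.10 in HFD_W_4, 2.20 in HFD_W_2, 0.81 in HFD_T_3, 0.54 in HFD_W_3 and -3.17 in HFD_W_1, the lowest of the 8. The profile is consistent with skeletal muscle carried over with the dissected BAT in some mice, as a hypothesis. The other 22 genes of the list, among them Acta1 and Myh4, were not analysed here. A lower expression of muscle genes by BAT cells with PTE stays open and was not tested.

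Without HFD_W_4 the median fitted log2 change of the 23 genes was -1.04. The log2 ratio of the mean TPM was -1 or less for all 23 genes with all mice, and for 20 of them without HFD_W_4. None of the 23 passed the criteria with all 8 mice. Whether HFD_W_4 alone decides the difference thus cannot be told apart from a difference shared by other HFD_W mice.

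More listed genes were lower than higher with PTE, 510 against 112, or 4.55 lower genes per higher gene. Without the lower genes that followed the muscle score, 90 lower genes were left at a Pearson r of 0.7, 149 at 0.8 and 298 at 0.9, or 0.804, 1.33 and 2.66 per higher gene. The outcome thus depends on the limit, and whether genes of the muscle profile account for the excess cannot be told apart from these values. Any gene that is high in HFD_W_4 follows the score, whether or not it is a muscle gene.

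In 6 of the 35 splits of the 8 mice into 4 and 4, the real one included, at least 43 genes passed the criteria, and 225 passed in the split with the most. The list had been selected on the real split, which favours it.

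The genes with a higher mean TPM in HFD_T could have risen because muscle transcripts diluted the other TPM values in HFD_W_4. Without HFD_W_4 their median fitted log2 change was 0.90, compared with 0.98 with all mice, which argues against dilution in HFD_W_4 as the whole cause. The median of the lower genes moved more, from -1.21 with all mice to -0.60 without HFD_W_4.

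Hspa1a and Hspa1b were lower in each HFD_T mouse than in each HFD_W mouse. With the muscle score as a covariate the log2 fold change was -3.38 for Hspa1a and -3.26 for Hspa1b, both still past the criteria, and HFD_W_1, the mouse with the lowest muscle score, had 16.0 TPM of Hspa1a against at most 6.07 TPM in HFD_T. Both argue against muscle carry-over as the whole cause. The table holds 3 of the 18 genes of the heat shock list, Hspa1a, Hspa1b and Hspa1l, which leaves too few to test acute stress or handling at tissue collection, and this cannot be told apart from an effect of PTE. The immediate early genes Ier3, Dusp1 and Jun were lower in HFD_T as well, with log2 fold changes of -1.52, -1.21 and -1.18. Within the groups, HFD_T_1 was the lowest and HFD_T_2 the highest HFD_T mouse, and HFD_W_2 the highest HFD_W mouse, for these 3 genes as for Hspa1a and Hspa1b. Hspa1l did not share this order. Its HFD_T values were highest in HFD_T_1 (0.56 TPM) and lowest in HFD_T_2 (0.28 TPM), and HFD_W_4 was its highest HFD_W mouse (10.0 TPM). Ier3 had 6.04 ± 2.39 TPM (SD, n = 4) in HFD_T and 17.4 ± 7.11 TPM (SD, n = 4) in HFD_W without overlap (p = 0.0286, exact permutation test). It kept the limma criteria in 2 of the 8 fits that each left out 1 mouse. Dusp1 (30.3 ± 18.4 and 62.4 ± 18.0 TPM, p = 0.0571) and Jun (22.0 ± 18.6 and 39.7 ± 5.61 TPM, p = 0.143, exact permutation tests), chosen after their values were seen, overlapped between the groups. Gm16118, a long non-coding RNA gene inside Wwox, had 0.115 ± 0.101 and 1.94 ± 2.46 TPM, also without overlap, and an r of 0.850 to the muscle score.

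Of the integrated stress response list the table holds Chac1, which was lower. Of the aryl hydrocarbon receptor list it holds Cyp1a1 and Nqo1, which had a lower mean, with overlap between the groups (p = 0.143 and p = 0.229, exact permutation tests). It also holds Cyp1b1, with 3.15 ± 2.13 TPM in HFD_T and 1.17 ± 0.50 TPM in HFD_W, a log2 fold change of 1.25 (SE 0.66). Its groups did not overlap (p = 0.0286, exact permutation test), though narrowly, with HFD_T_4 at 1.77 TPM and HFD_W_3 at 1.74 TPM. The table holds no gene of the lymphocyte, skin, blood and white adipocyte lists (0 of 20, 0 of 10, 0 of 6 and 0 of 9).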
